# Suppression Colitis and Colitis-Associated Colon Cancer by Anti-S100a9 Antibody in Mice

**DOI:** 10.3389/fimmu.2017.01774

**Published:** 2017-12-13

**Authors:** Xuemei Zhang, Lingyu Wei, Jing Wang, Zailong Qin, Jia Wang, Yuanjun Lu, Xiang Zheng, Qiu Peng, Qiurong Ye, Feiyan Ai, Peishan Liu, Siwen Wang, Guiyuan Li, Shourong Shen, Jian Ma

**Keywords:** S100a9, inflammation, ulcerative colitis, colitis-associated cancer, inflammatory bowel disease, colorectal cancer

## Abstract

The association between chronic inflammation and cancer has long been recognized. The inflammatory bowel disease ulcerative colitis frequently progresses to colon cancer; however, the underlying mechanism is still unclear. S100a9 has been emerged as an important pro-inflammatory mediator in acute and chronic inflammation, and the aberrant expression of S100a9 also contributes to tumorigenic processes such as cell proliferation, angiogenesis, metastasis, and immune evasion. We previously revealed that S100a8 and S100a9 are highly activated and play an important role in the process of colitis-associated carcinogenesis, which suggests an attractive therapeutic target for ulcerative colitis and related colon cancer. Here, we report that administration of a neutralizing anti-S100a9 antibody significantly ameliorated dextran sulfate sodium (DSS)-induced colitis and accompanied by diminished cellular infiltrate of innate immunity cells (macrophages, neutrophils, and dendritic cells) and production of pro-inflammatory cytokines (*Tnfα, Il1β, Ifnγ, Il6, Il17a, Il23a, Il4*, and *Il12a*). The protective effect of anti-S100a9 antibody treatment was also observed in azoxymethane (AOM)/DSS-induced colitis-associated cancer (CAC) mouse model. The inflammatory response, tumor cell proliferation, and immune cells infiltration in the colon tissues were suppressed by anti-S100a9 antibody. Gene expression profiling showed that key pathways known to be involved in CAC development, such as Wnt signaling pathway, PI3K–Akt signaling pathway, cytokine–cytokine receptor interaction, and ECM–receptor interaction pathway, were suppressed after treatment with anti-S100a9 antibody in CAC mice. In view of the protective effect of neutralizing anti-S100a9 antibody against DSS-induced colitis and AOM/DSS-induced CAC in mouse model, this study suggests that anti-S100a9 antibody may provide a novel therapeutic approach to treat ulcerative colitis and may decrease the risk for developing CAC.

## Introduction

Ulcerative colitis and Crohn’s disease are collectively referred to as inflammatory bowel disease (IBD). Ulcerative colitis is characterized by pathological mucosal damage and ulceration. IBD ranks as a high-risk condition for the development of colorectal cancer (CRC), with a standardized incidence ratio of 2.4 (95% CI 0.6–6.0) in patients with extensive or pan ulcerative colitis (1, 2). More than one million new cases of CRC are diagnosed worldwide each year. Colitis-associated cancer (CAC) is the CRC subtype that is associated with IBD, is difficult to treat, and has high mortality. More than 20% of IBD patients develop CAC within 30 years of disease onset (3). Although the diverse mechanisms behind CAC are not fully understood, most of them were emphasized on immune system dysregulation, intestinal flora imbalance, mucosal barrier dysfunction, hereditary, and lifestyle factors (4, 5). The most successful approach to treat IBD has been approved to target the excessive activity of the adaptive immune system using biological agents such as infliximab, a monoclonal antibody against tumor necrosis factor alpha (TNFα). However, studies have shown that more than a third of patients with IBD have no response to anti-TNFα therapy (6–8). Other biological agents in clinical development, such as monoclonal antibodies against IL-17, IL-12/IL-23 and inhibitors of IL-6, CCR9, and Janus kinase, were also found have limited treatment effects and safety issues such as increased risk of infection, autoimmunity, and malignancy (9), suggesting other therapeutic agents with enhanced safety and minimal toxicity are needed, and indicating there are some unknown key pathogenesis involved in the occurrence and progression of such diseases.

The combination of azoxymethane (AOM), a colonic genotoxic carcinogen, and dextran sulfate sodium (DSS), an inducer of colitis, has been proven to be a powerful tool for investigating the pathogenesis and chemoprevention of CAC (10, 11). In our previous work, we discovered that the damage-associated molecular pattern S100a8 and S100a9 protein were upregulated dramatically throughout the “inflammation–dysplasia–carcinoma” sequence of CAC mouse model and in human CRC specimens. Furthermore, S100a8 and S100a9 promoted colorectal tumorigenesis by recruiting macrophages, and promoting the proliferation and invasion of colon cancer cells (12, 13), suggesting that the aberrant expression of S100a8 or S100a9 is linked to non-resolving inflammation and ultimately to carcinogenesis.

Ca^2+^ binding protein S100a9 belonging to the S100 family, released in abundance of non-resolving inflammation, such as IBD, rheumatoid arthritis, psoriasis, and solid tumors by neutrophils, activated monocytes, macrophages, dendritic cells (DCs) and myeloid-derived suppressor cells (14–17). Emerging evidence indicates that the biology of S100a9 protein is multifactorial. S100a9 has been emerged as an important pro-inflammatory mediator in acute and chronic inflammation. S100a9 signal transduction actively contributes to tumorigenic processes such as cell proliferation, angiogenesis, metastasis and immune evasion (15, 16). These observations raise the intriguing possibility that blockade of S100a9 will restrain the ongoing mucosal inflammation in colon, thus decrease the risk of CAC. In this study, we have tried to clarify the role of a neutralizing S100a9 antibody in the development of colitis and CAC. We observed that blockade of S100a9 significantly ameliorated DSS-induced colitis and AOM/DSS-induced CAC in mice. Thus, S100a9 may be a therapeutic target for colitis and CAC.

## Materials and Methods

### Induction of DSS-Induced Colitis and AOM/DSS-Induced CAC

Acute colitis was induced with 4% DSS (36–50 kDa; MP Biomedicals, CA, USA) for 6 consecutive days. Sixty 5-week-old male ICR mice housed under specific pathogen free conditions were divided into four groups with 15 in each group: control (i.e., no DSS and antibody treatment), DSS + IgG Ab (1.5 mg/kg, Beijing Protein Innovation, Beijing, China), DSS + anti-S100a9 Ab (1.5 mg/kg, Beijing Protein Innovation), and DSS + TNFα Ab (5 mg/kg; Cilag AG, Schaffhausen, Swiss). Five mice per cage, each cage only held one group. Experimental procedure was shown in Figure 1A. Antibodies were administrated intravenously on days 2 and 4. Colitis-associated colon cancer model was induced as previously described (13). Forty-one 5-week-old male ICR mice were divided into three groups: control (i.e., no AOM/DSS and antibody treatment, *n* = 17), AOM/DSS + IgG Ab (1.5 mg/kg, *n* = 12), and AOM/DSS + anti-S100a9 Ab (1.5 mg/kg, *n* = 12). Five to six mice per cage. Mice were intraperitoneal injected with a single dose of 10 mg/kg AOM (A5486; Sigma, MO, USA) on day 1. One week after the AOM injection, mice were given three cycles of DSS (cycle 1: 2%, 7 days; cycle 2: 1.5%, 5 days; and cycle 3: 1.5%, 5 days) in their drinking water, and then distilled water until the end of the experiment. Antibodies were administered intravenously every 2 days during the three cycles of DSS treatment. Mice were sequentially killed randomly at the end of the 13th and 18th week, and at least five mice were killed for each group at each time point. The study procedure was shown in Figure 4A. All mice procedures were performed in accordance with institutional guidelines. Animal usage approval protocol reference number is SYXK(Xiang)2015-021.

**Figure 1:**
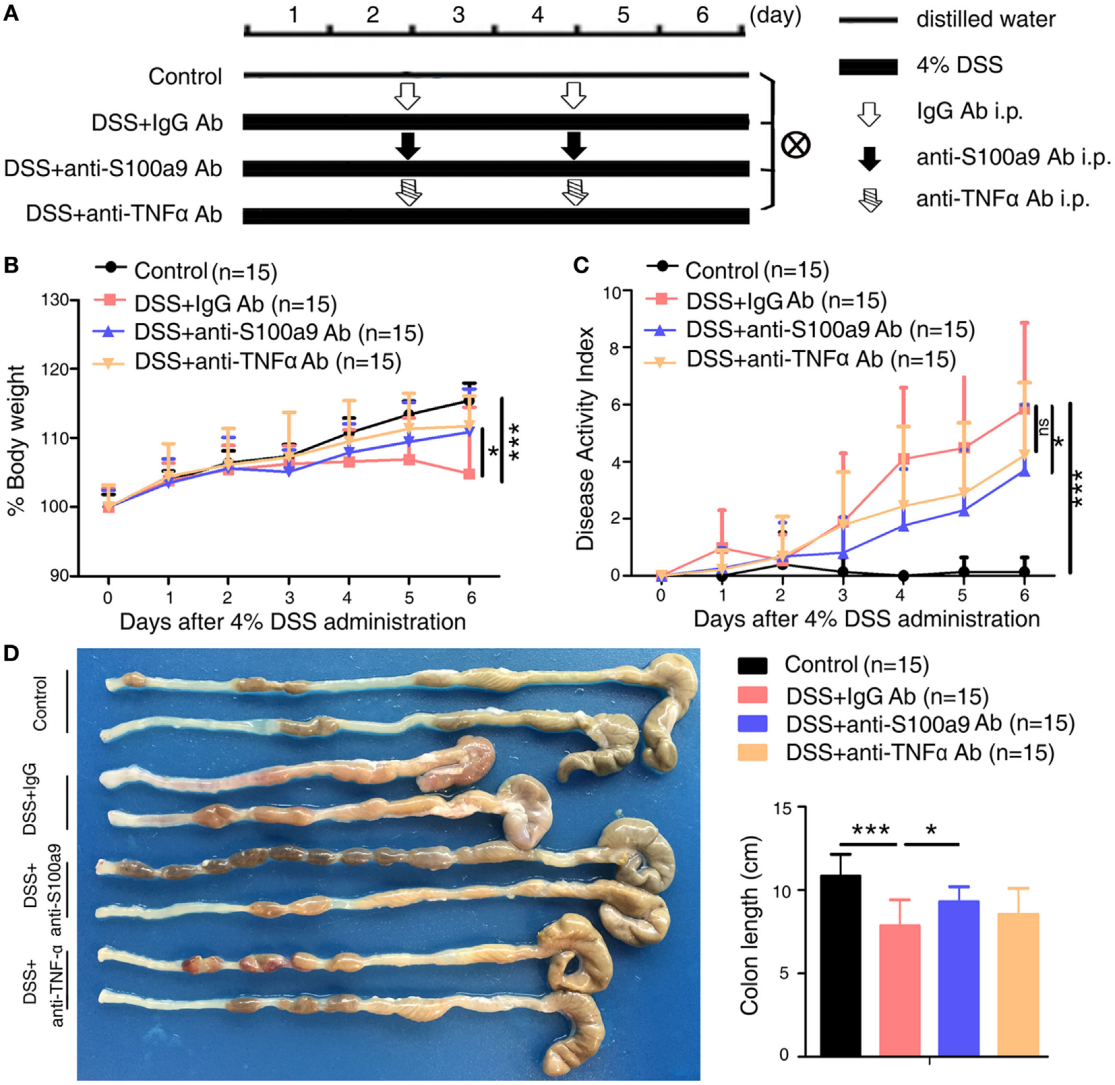
Therapeutic effects of anti-S100a9 Ab treatment on dextran sulfate sodium (DSS)-induced acute colitis in mice. **(A)** ICR mice received either 4% DSS-containing or distilled water alone (Control) for 6 days. DSS-treated mice were injected intraperitoneally with either negative control IgG or anti-S100a9 Ab, or anti-tumor necrosis factor alpha (TNFα) Ab at a dose of 1.5 and 5 mg/kg, respectively, on days 2 and 4; *n* = 15 per group. **(B)** Change in body weight over time was expressed as the percentage of the initial body weight. **(C)** The disease activity index (DAI) was measured every day; DAI = weight loss score + stool characters score + hematochezia score. **(D)** The colon length was measured at day 6. Student’s *t*-test, error bars represent SD. *p < 0.05, **p < 0.01, and ***p < 0.001, ns, non-significant.

### Clinical Scores and Histopathological Analysis of Colitis and CAC Mouse Model

The disease activity index (DAI) was calculated as the sum of weight loss, diarrhea, and bleeding, according to the criteria described by Murthy et al (18). The weight loss scores were determined as follows: 0 for none loss; 1 for 1–5% weight loss; 2 for 5–10% weight loss; 3 for 10–15% weight loss; and 4 for more than 15% weight loss. The average weight of mouse in the first day of DSS-induced colitis and AOM/DSS-induced CAC mouse model is 32.8 g. The appearance of blood in the stool was measured by benzidine test and was given a score from 0 to 4, defined as follows: 0 for no blood; 2 for positive haemoccult; and 4 for gross bleeding. The severity of diarrhea was given a score from 0 to 4, defined as follows: 0 for well-formed pellets; 2 for pasty and semiformed stools; and 4 for liquid stools. Postmortem, the entire colon was removed from cecum to anus, and the colon length was measured as a marker for inflammation. H&E-stained sections (4 µm) of colon were obtained for histological analysis as previously described (19). The degree of colonic injury was assessed as the sum of inflammatory infiltration, ulceration and crypt damage, resulting in the total score ranging from 0 (unaffected) to 12 (severe colitis). The inflammatory infiltration score was defined as follows: 0 for no infiltrate; 1 for occasional cell limited to submucosa; 2 for significant presence of inflammatory cells in submucosa, limited to focal areas; 3 for infiltrate present in both submucosa and lamina propria (LP), limited to focal areas; 4 for large amount of infiltrate in submucosa, LP and surrounding blood vessels, covering large areas of mucosa; 5 for transmural inflammation. The ulceration score was defined as follows: 0 for none; 1 for small, focal ulcers; 2 for frequent small ulcers; 3 for large areas lacking surface epithelium. The crypt damage score was defined as follows: 0 for none; 1 for some crypt damage, spaces between crypts; 2 for larger spaces between crypts, loss of goblet cells, some shortening of crypts; 3 for large areas without crypts, surrounded by normal crypts; 4 for no crypts. Isolated lymphoid follicles (ILFs) area in colon was quantified by matching the size of each ILF to a graduated scale of circles. The final values were expressed in square millimeters. Colonic mucosa adenocarcinomas were diagnosed according to the criteria described by Boivin et al. (20). Histopathological analysis was observed under a Olympus microscope BX53 or a virtual microscope (Pannoramic Viewer 1.1; 3DHistech, Budapest, Hungary) and assessed blindly by three individuals.

### Isolation of Colonic Lamina Propria Mononuclear Cells (LPMCs) and Flow Cytometry Analysis

Lamina propria mononuclear cells were obtained from colonic specimens using Weigmann et al.’s protocol (21). Briefly, the mouse intestine is removed, fat tissue and Peyer’s patches are excised, and the colon is opened longitudinally and cut into pieces. After shaking in Hanks’ balanced salt solution, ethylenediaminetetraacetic acid and dithiothreitol (Sigma, MO, USA), vortexing and passing through a 70 µm cell strainer (BD Falcon, NJ, USA), the suspension of epithelial cells, villus cells, subepithelial cells and intraepithelial lymphocytes are removed. The remaining LP with muscle layer are collected and digested with collagenase, DNase and dispase II (Sigma). The resulting cells are purified using Percoll (GE healthcare, NJ, USA) density gradient centrifugation. For analysis of colonic neutrophils, macrophage, and DCs, LP cells were stained with anti-CD11b-APC (clone M1/70), CD19-Pacific Blue (clone 6D5), CD45-APC/Cy7 (clone 30-F11), CD3-FITC (clone 17A2), CD11c-Percp-Cy5.5 (clone HL3), Ly-6G-PE-Cy7 (clone 1A8), and F4/80-PE (clone T45-2342). Antibodies of CD11b-APC, CD19-Pacific Blue™, CD45-APC/Cy7 and CD3-FITC were purchased from BioLegend (CA, USA); CD11c-Percp-Cy5.5, Ly-6G-PE-Cy7 and F4/80-PE were from BD Biosciences (MA, USA). Samples were acquired using a BD FACSCanto II flow cytometer (BD Biosciences, MA, USA), and the data were analyzed with FlowJo software (TreeStar, Olten, Switzerland).

### RNA Sequencing

Total RNA from colon tissues was extracted using the mirVana™ miRNA Isolation Kit (Ambion, TX, USA) following the manufacturer’s protocol. RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA). The samples with RNA Integrity Number ≥7 were sequenced by the Solexa high-throughput sequencing service (Oebiotech, Shanghai, China). Data were extracted and normalized according to the manufacturer’s standard protocol. The RNA-seq raw expression files and details have been deposited in NCBI GEO under accession No. GSE104614. Differentially expressed genes were identified using the DESeq (2012) functions estimateSizeFactors and nbinomTest (22). Log-fold changes of up- or downregulated mRNAs between the two groups were selected with a significance threshold of *p* < 0.05. Only genes with greater than twofold change and *p-*values of less than 0.05 were selected for pathway analysis. Gene ontology (GO) enrichment and KEGG pathway enrichment analysis of differently expressed genes were, respectively, performed using R based on the hypergeometric distribution. Hierarchical cluster analysis of differently expressed genes was performed to explore genes expression pattern.

### Gene Set Enrichment Analysis (GSEA)

Gene set enrichment analysis (http://www.broadinstitute.org/gsea/index.jsp) is a computational pathway analysis tool that determines whether a set of genes show statistically significant, concordant differences between two biological states (23, 24). Publicly available microarray expression data from 62 CRCs samples were downloaded from the NCBI’s GEO with GEO Series accession number GSE35896. These samples were then sorted according to their expression level of *S100A9* from low to high. The first 25% samples (*n* = 10, i.e., *S100A9*^low^) and the last 25% samples (*n* = 10, i.e., *S100A9*^high^) were subject to GSEA analysis. GSEA was used to associate the gene signatures with the *S100A9* expression status (*S100A9*^low^ vs *S100A9*^high^). A significance threshold was set at a nominal *p*-value < 0.05.

### Anti-Mouse S100a9 Neutralizing Antibody Activity Assays *In Vitro*

Rabbit anti-S100a9 polyclonal neutralizing antibody was purchased from Beijing Protein Innovation (Beijing, China). The anti-S100a9 antibody is made against the mouse S100a9 protein and is produced by immunizing New Zealand rabbit with full-length mouse S100a9 protein (Swiss-Prot #P31725) expressed in *E. coli*. The isotope is IgG. To examine the activity of S100a9 neutralizing antibody, various amounts of recombinant protein S100a9 (0.1–10 µg/ml) were preincubated with S100a9 antibody (1 µg/ml) or IgG antibody as a negative control in a 6-well plate for 1 h at 37°C. Following the incubation, mouse macrophage RAW264.7 cells were added in 6-well plates at 5 × 10^5^ cells per well and incubated with 5% CO_2_ at 37°C for 24 h. Then the cells were harvested and the mRNA levels of *Tnfα* and *Il1β* were measured by quantitative real-time PCR (qRT-PCR). Recombinant mouse S100a9 proteins were from Abnova (CA, USA).

### Immunohistochemistry

The paraffin-embedded sections of colon were deparaffinized and rehydrated. Immunohistochemical staining was performed to detect the expression of S100a9 (NB110-89726) (Novus, CO, USA), myeloperoxidase (MPO, clone 392105) (R&D Systems, MN, USA), CD11c (clone HL3) (BD Biosciences, CA, USA), p-Smad2 (ser465/467, #40-0800) (Invitrogen, CA, USA), β-catenin (clone D10A8), c-Myc (clone D3N8F), p-Akt (Ser473, clone D9E) (Cell Signaling Tech, MA, USA), CD68 (clone KP1), and CXCL5 (#ab9983) (Abcam, MA, USA) as described previously (13). Omission of the primary antibody was used as negative control. Immunostained slides were observed under a microscope (BX53; Olympus, Japan) and were scored based on the percentage of positive cells and stain intensity: 0: no staining, 1: <10% positive cells, 2: 11–50% positive cells, 3:51–75% positive cells, 4:75% positive cells; no staining = 0, weak staining = 1, moderate staining = 2, strong staining = 3. The sum of the two scores was considered as expression intensity. Individual samples were evaluated by at least two pathologists in a blinded manner.

### Ethynyl-2′-Deoxyuridine (EdU) Cell Proliferation Assay

Cell proliferation was measured using the Cell-Light™ EdU Apollo 567 *In Vivo* Imaging Kit (Ribobio, Guan Zhou, China). For assessing cell proliferation, mice were injected intraperitoneally with 5 mg/kg 5-EdU 5 h before sacrifice. At the time of sacrifice, the colon was removed and perfused with PBS to remove the contents. Frozen sections (5 µm) of colon tissues were fixed in 4% (w/v) paraformaldehyde at 4°C for 10 min, and carefully washed three times with PBS. Sections were treated with 0.5% Triton X-100 at room temperature for 10 min, and carefully washed three times with PBS before stained. 100 µl of Apollo reaction mixture were added to the samples at room temperature for 30 min, and the nuclei were stained with Hoechst (33342) for 30 min according to the manufacturer’s protocol. For quantification, the numbers of EdU positive cells were captured with a fluorescence microscope (BX53; Olympus, Japan), and the ratio of proliferation cells was determined with Image Pro Plus software.

### Apoptosis Detection

A terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) assay was carried out to detect cell apoptosis. TUNEL staining was performed using the “One-Step TUNEL Apoptosis Assay Kit” (Beyotime, Jiangsu, China). Paraffin sections (4 µm) were heated at 60°C for 1 h, washed in xylene and rehydrated through a series of ethanol and double distilled water. Sections were treated with proteinase K (40 µg/ml) for 25 min at 37°C before staining, and carefully washed four times with PBS. 50 µl of TUNEL reaction mixture (Enzyme Solution and Label Solution; 1:24 dilution) were added to the samples. For negative control, 50 µl label solution (without terminal transferase) were added to the slides. All slides were incubated in a humidified atmosphere for 60 min at 37°C, and the nuclei were stained with 4,6-diamidino-2-phenylindole (Beyotime, Jiangsu, China) for 10 min. The numbers of TUNEL positive cells were captured with a fluorescence microscope, and the ratio of apoptosis cells was determined with Image Pro Plus software.

### Enzyme-Linked Immunosorbent Assay (ELISA)

Blood and stool of experimental mice were harvested at the indicated times. For cytokine measurement, homogenates from mice stool samples were sonicated and centrifuged to obtain supernatant. The protein concentration of S100a8/S100a9 in serum and stool was determined by ELISA assay according to the manufacturer’s instructions (DY8596-05; R&D Systems, MN, USA).

### Reverse Transcription and qRT-PCR

Total RNA from colon tissues was extracted using Trizol (Invitrogen, CA, USA). The cDNA was synthesized using 2 µg of total RNA and Revert Aid First Strand cDNA Synthesis Kit (Fermentas, MD, USA). Expression of the mRNAs was determined by qRT-PCR using SYBR Premix Ex TaqTM II (TaKaRa, Kyoto, Japan) according to the manufacturer’s recommendations. The PCR mix includes SYBR Premix Ex TaqTMII (2×, 10 µl), primer mix (10 µM, 0.8 µl), cDNA (0.4 µl), and ddH_2_O (9.2 µl). The qRT-PCR analysis was performed using a Bio-Rad CFX96 Real-Time System (Bio-Rad Laboratories, CA, USA). The data were analyzed using Bio-Rad CFX manager 2.0 software. The relative target gene mRNA levels were expressed as the ratio of target to *Gapdh* and calculated in relation to the standard curve. All reported results were the average ratios of three independent experiments. The primers for qRT-PCR were listed in Table S1 in Supplementary Material.

### Statistical Analysis

Statistical analysis was performed using GraphPad Prism 5. Data were typically expressed as the mean ± SEM, and the differences between groups were analyzed using either unpaired two-tailed Student’s *t*-test or one-way ANOVA with Bonferroni correction. Significance parameters were set at *p* < 0.05. *p < 0.05, **p < 0.01, ***p < 0.001 compared with indicated control group mice.

## Results

### Treatment with Anti-S100a9 Ab Ameliorates Acute DSS-Induced Experimental Colitis in Mice

To evaluate whether S100a9 is a risk factor in DSS-induced colitis, we generated anti-S100a9 antibody as previously described (25). We then confirmed its neutralization activity as showed in Figure S1A in Supplementary Material. Recombinant S100a9 protein stimulated its downstream target molecules *Tnfα* and *Il1β*’s expressions in macrophages, while anti-S100a9 antibody significantly blocked this effect. To investigate the effect of neutralizing S100a9 antibody on DSS-induced colitis mice, neutralizing S100a9 antibody (1.5 mg/kg) or negative control IgG antibody (1.5 mg/kg) was administered by intraperitoneal injection for two times. Infliximab is a chimeric mouse–human monoclonal antibody that binds to soluble and membrane bound TNFα and prevents it from binding to its receptors (26) and is commonly used to treat IBD patients (27, 28). In this study, infliximab (5 mg/kg) was used as a positive control, and experimental procedure was shown in Figure 1A. In the mice treated with anti-S100a9 Ab, the concentration of S100a8/a9 proteins in the feces and serum was lower than that of the mice treated with control IgG Ab (Figures S1B,C in Supplementary Material), demonstrating that administration of anti-S100a9 Ab neutralized the S100a9 protein in DSS-induced acute colitis mice *in vivo*.

As expected, mice treated with DSS showed weight loss starting from day 3 and relatively higher level of DAI compared with normal control mice (i.e., no DSS treatment) (Figures 1B,C). Injection of anti-S100a9 Ab or infliximab (anti-TNFα Ab) during colitis induction significantly ameliorated body weight loss and DAI scores compared with that of injection of control IgG Ab. Anti-S100a9 Ab-treated DSS mice sacrificed on day 6 revealed considerably longer colons compared with IgG-treated DSS mice (Figure 1D), indicating that blocking S100a9 ameliorates the symptoms of DSS-induced acute colitis in mice.

Histological analysis of the colon tissues from IgG-treated colitis mice showed severe inflammation with superficial ulceration, crypt destruction, mucosal damage, and leukocyte infiltration of epithelium and LP, whereas the administration of either anti-S100a9 Ab or anti-TNFα Ab alleviated histological colonic damage, and had preferential effect on histological subscores for inflammatory infiltrate and epithelial damage in colon tissues (Figures 2A,B). The weight of spleen and liver and the number of mesenteric lymph node had no obvious difference between IgG Ab-treated mice and anti-S100a9 Ab-treated mice (Figure S1D in Supplementary Material). ILFs are involved in immune surveillance and mucosal regeneration of the colon, and the number, diameter, and density of ILF are increased in inflammatory conditions, which is related to the degree of epithelial damage (29). We discovered that the area of colon ILF was shrunk significantly in neutralizing S100a9 Ab-treated colitis mice (Figure 2C). The exact mechanisms of how inflammatory agent DSS evokes colitis are unclear. The toxic action of DSS-induced colitis is thought to be associated with induction of apoptosis and destruction of the intestinal mucosal barrier. The colon epithelial cells of anti-S100a9 Ab-treated mice were less susceptible to DSS-induced cell death (Figure 2D) and had a stronger ability of regenerative proliferation (Figure 2E). These observations indicate that anti-S100a9 Ab treatment is obviously effective in mitigating DSS-induced acute colitis.

**Figure 2:**
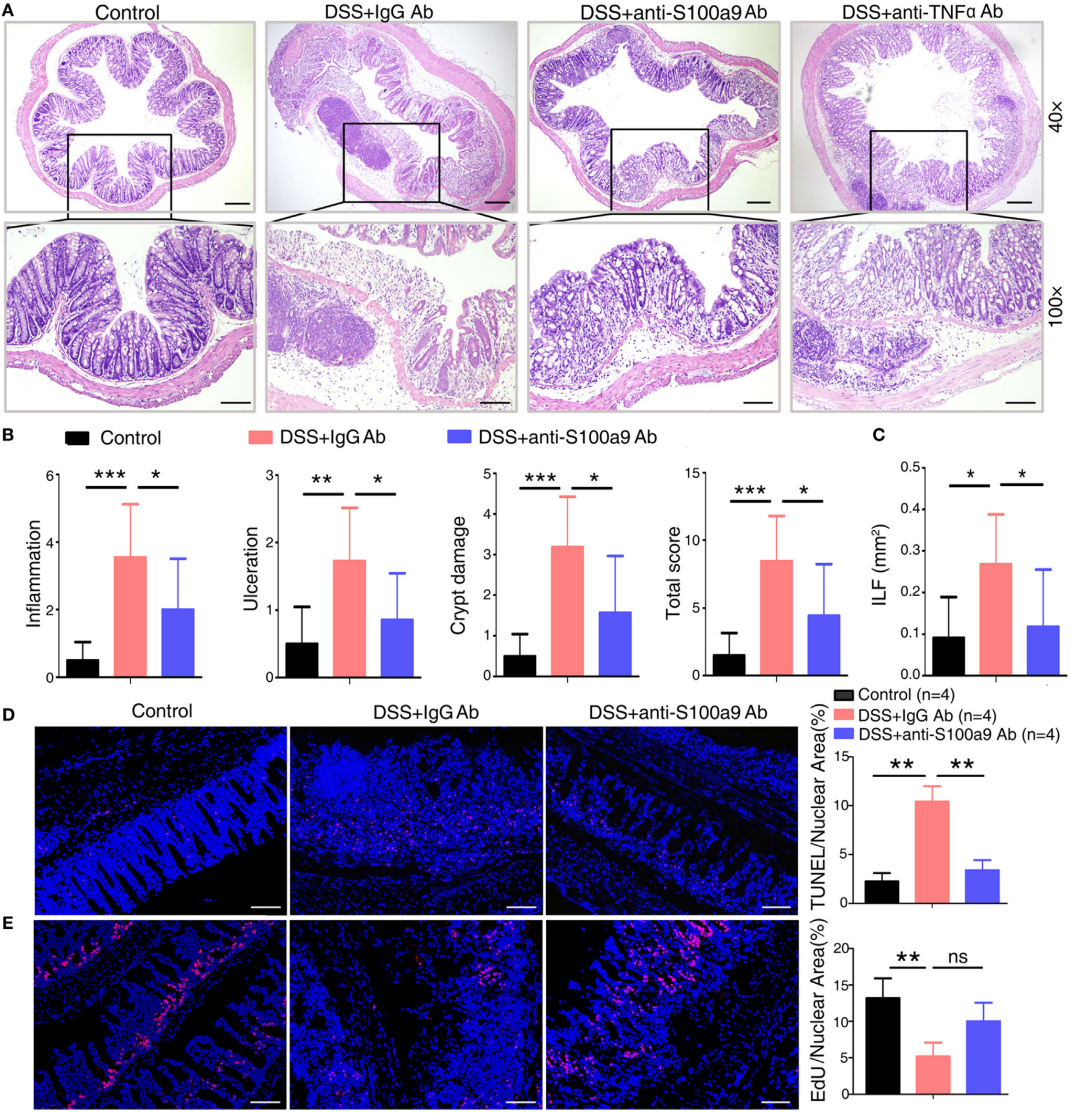
Anti-S100a9 Ab ameliorates inflammatory response of dextran sulfate sodium (DSS)-induced colitis in mice. **(A)** 6 days after DSS treatment, representative H&E-stained colon sections were shown (upper panels: original magnification 40×, scale bar: 200 µm; lower panels: original magnification 100×, scale bar: 100 µm). **(B)** Colon inflammation, ulceration, and crypt damage were scored individually, and composite total score was scored. *n* = 5 per group. **(C)** Isolated lymphoid follicles (ILFs) area was measured at day 6. Representative TUNEL staining **(D)** and ethynyl-2′-deoxyuridine (EdU) staining **(E)** of normal mice and DSS-induced mice, which were treated with IgG Ab or anti-S100a9 Ab on day 6. The percent of positive cells was measured. At least six fields were counted per mouse. Scale bar, 100 µm.

### Anti-S100a9 Ab Diminishes the Infiltration of Innate Immune Cells and the Expression of Pro-inflammatory Cytokines in the Colon of DSS-Treated Mice

Dextran sulfate sodium-induced colitis is characterized by the infiltration of inflammatory cells into the colon, we thus analyzed the effect of anti-S100a9 Ab treatment on the recruitment of innate immune cells. LPMCs isolated from the colon tissues of control, IgG- or S100a9 Ab-treated mice were analyzed for neutrophils, macrophages and DCs by flow cytometry. The percentage of macrophages, DCs, and neutrophils was significantly increased in the colitis mice injected with IgG Ab on day 6 compared with DSS-untreated control mice. However, mice in experimental colitis treatment with anti-S100a9 Ab resulted in an evidently decrease in all of the abovementioned innate immune cells in the diseased colons compared with IgG Ab group (Figure 3A). Immunostaining of colon sections with specific antibodies revealed elevated numbers of infiltrating neutrophils, macrophages, and DCs in colons of mice with DSS-induced colitis compared with normal control group, which was accompanied by enhanced expressions of several inflammatory cytokines and chemokines including *S100a9, Tnfα, Il1β, Ifnγ, Il6, Il17a, Il23a, Il4*, and *Il12a*, but these effects were repressed by anti-S100a9 Ab treatment (Figures 3B,C). These results demonstrate that anti-S100a9 Ab could inhibit the recruitment of innate immune cells into the colon during DSS-induced colitis, revealing a previously unidentified function of anti-S100a9 Ab that protects the colon from DSS-induced inflammation.

**Figure 3:**
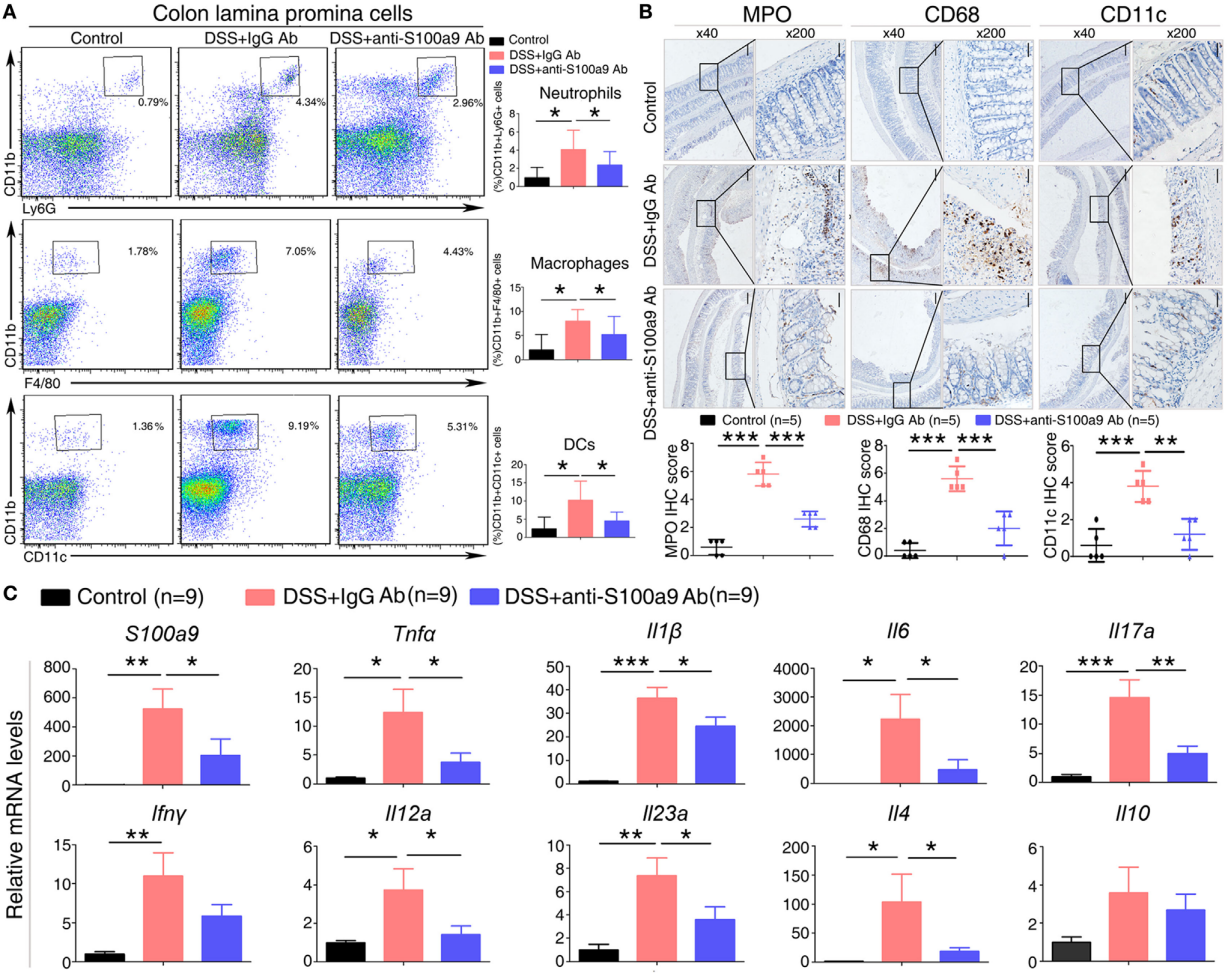
Effects of anti-S100a9 Ab on the frequency of neutrophils, macrophages, and dendritic cells (DCs) in the colon of the dextran sulfate sodium (DSS) mouse model. **(A)** Colon lamina propria cells were isolated from normal control and IgG Ab or anti-S100a9 Ab-treated DSS mice at day 6 post-DSS colitis induction. Frequencies of neutrophils, macrophages, and DCs in the colon were determined by flow cytometry. Cells were gated on CD45^+^CD3^−^CD4^−^CD11b^+^Ly6G^+^, CD45^+^CD3^−^CD4^−^CD11b^+^F4/80^+^, and CD45^+^CD3^−^CD4^−^CD11b^+^CD11c^+^ populations respectively. Representative flow cytometric figures were shown. The percentage of cells was presented as the mean ± SEM of four to six individual mice per group. *p < 0.05 in a one-way analysis of variance followed by Bonferroni correction. Data were representative of three independent experiments. **(B)** Immunohistochemical staining of myeloperoxidase (MPO), CD68, and CD11c proteins in the normal control and IgG Ab or anti-S100a9 Ab-treated colitis mice at day 6 (left panels: original magnification 40×, scale bar: 200 µm; right panels: original magnification 200×, scale bar: 50 µm). Staining scores were counted. One-way analysis of variance followed by Bonferroni correction. Results were representative of the three experiments performed. Error bars represent SD. **(C)** Expression of *S100a9, Tnfα, Il1β, Il6, Il17a, Ifn*γ, *Il12a, Il23a, Il4*, and *Il10* mRNA, as assessed by quantitative real-time PCR in normal control and IgG Ab, or anti-S100a9 Ab-treated colitis tissues.

### Blockade of Exogenous S100a9 with a Neutralizing Antibody Attenuates the Progression of CAC

Growing evidences show that chronic inflammation greatly increases the risk of tumorigenesis, we next concern whether the progression of “inflammation–cancer link” in CAC mouse model will be suppressed by blocking the pro-inflammatory molecule S100a9. To test this notion, we employed a mouse model of CAC as described previously (13). Mice treated with AOM/DSS were received either neutralizing S100a9 antibody or control IgG antibody during the administration of three DSS cycles until the 18th week. Mice drinking distilled water served as normal control, i.e., no disease condition (Figure 4A). The protein concentration of S100a8/a9 in feces was significantly decreased after anti-S100a9 Ab treatment, implying the effective neutralization of S100a9 antibody *in vivo* (Figure S2A in Supplementary Material). Anti-S100a9 Ab-treated CAC mice presented a low level of DAI scores compared with IgG-treated mice (Figure 4B). In addition, mice sacrificed at the end of the 13th or 18th week showed that blockade of S100a9 significantly inhibited AOM/DSS-induced colon shortening (Figure 4C), and decreased the tumor rate and tumor numbers of the CAC mouse model (Figure 4D). Nonetheless, the tumor morphology and malignancy of anti-S100a9 treatment mice were consistent with the IgG-treated mice (Figure 4E). These results indicate that the intervention of S100a9 signaling alleviates the progression of CAC.

**Figure 4:**
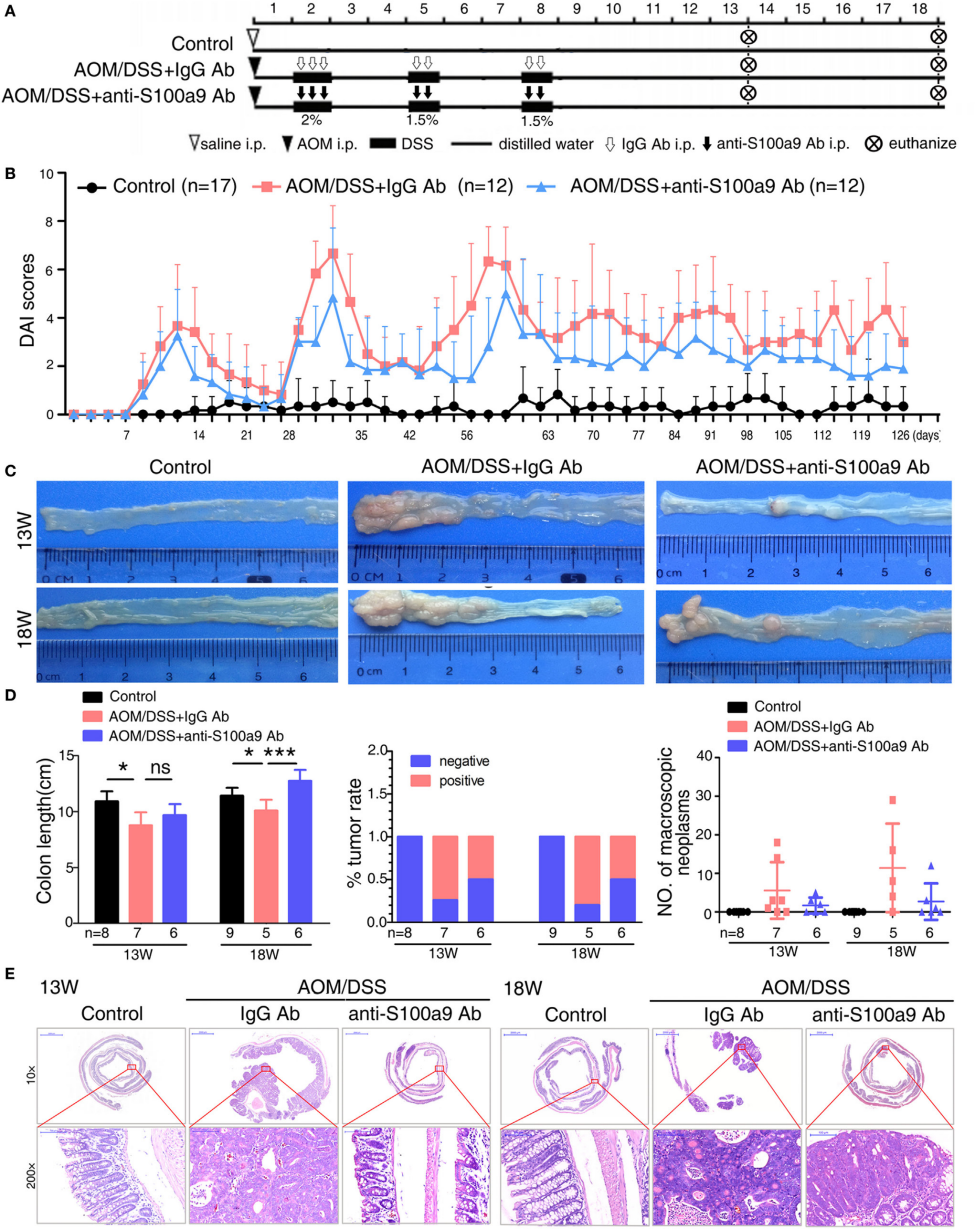
Effects of anti-S100a9 Ab administration on the azoxymethane (AOM)/dextran sulfate sodium (DSS)-induced colitis-associated cancer development. **(A)** Experimental procedure of the control group and the AOM/DSS group treated with IgG Ab or anti-S100a9 Ab. **(B)** DAI of the IgG Ab or anti-S100a9 Ab-treated AOM/DSS mice and normal controls. **(C)** General observation of the colorectums in mice at the end of the 13th and 18th week. **(D)** Colon length, tumor rate, and number of macroscopic neoplasms were statisticed at 13 and 18 weeks, individually. *n* = 5–9 per group. Results were representative of the three experiments performed. **(E)** Histopathological examination of colon sections was shown under the Pannoramic Viewer (H&E staining, upper panels: original magnification 10×, scale bar: 2000 µm; lower panels: original magnification 200×, scale bar: 100 µm).

Previous studies revealed that exogenous S100a8/a9 protein increases the proliferation of colon cancer cells *in vitro* (12, 30). We further tested this phenomenon *in vivo* by labeling proliferating cells of mice with the thymidine analog EdU. The cell proliferation in tumor tissues of the CAC mice was decreased by anti-S100a9 Ab treatment comparing to IgG Ab treatment (Figure S3A in Supplementary Material). However, anti-S100a9 Ab treatment did not trigger colon cancer cell apoptosis *in vivo* (Figure S3B in Supplementary Material). In addition, neutralize the S100a9 protein also reduced the intra-colonic infiltration of inflammatory cells, such as macrophages (CD68^+^) and neutrophils (MPO^+^) (Figure S3C in Supplementary Material). These observations reveal that blockage of S100a9 represses the inflammation cells infiltration and tumor cell proliferation in the CAC model.

### Blocking of S100a9 Alters Genes Expression Profile and Key Pathways in CAC

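Colon RNA from 9 male ICR mice, an outbred strain, was sequenced, with 3 mice in each of the 3 groups. Control mice were the paper's normal control mice. The other mice received a single injection of 10 mg/kg AOM, a carcinogen of the colon, followed by 3 cycles of DSS, which injures the colon epithelium, in the drinking water (2% for 7 days, then 1.5% for 5 days in each of the other cycles), with 1.5 mg/kg of IgG Ab or anti-S100a9 Ab. The sample labels give the end of week 18 for all 9 samples and describe both AOM/DSS groups as tumor tissue, whereas the paper's text calls the anti-S100a9 Ab samples colon mucosa and does not give the week of the sequenced samples. The authors deposited one file per mouse with a decimal expression value for each of 21544 rows. The unit is not stated, and the values have the form of FPKM, fragments scaled by transcript length and sequencing depth. The number of fragments behind each value is unknown, so no counting error can be given. The FPKM totals were 353492, 371149 and 408811 in the Control samples, 329518, 368154 and 370130 in the AOM/DSS + IgG Ab samples, and 308377, 322996 and 355318 in the AOM/DSS + anti-S100a9 Ab samples. Rows that repeat a gene symbol (46) were summed, which left 21498 symbols, and 3877 symbols were listed at 0 in all 9 samples. Gapdh, Ppia and Rps18, which nearly all cells express highly, were listed at no more than 0.755, 0.974 and 0.391 FPKM in any sample, so a gene with a value of 0 is described only as listed at 0.

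Values were analyzed as log2(FPKM + 0.1) without further scaling, for the 15278 genes with at least 0.1 FPKM in at least 3 samples. Fold changes are on this scale, which understates the change of genes with low values. Groups were compared with limma's moderated test with an intensity trend, fitted to all 9 samples, and adjusted p-values are from the Benjamini-Hochberg method. Counts of changed genes use the paper's thresholds, an unadjusted p under 0.05 and more than 2-fold change. The paper used the size factor and negative binomial test functions of DESeq, which need counts and were not repeated here. The labels number the replicates 1 to 3 in each group. Samples with the same number deviated from their group means with a mean correlation of 0.028 for AOM/DSS + IgG Ab and Control, 0.072 for AOM/DSS + anti-S100a9 Ab and Control, and 0.083 for the AOM/DSS groups. The means for samples with different numbers, -0.015, -0.037 and -0.042, follow from these, because deviations from a group mean sum to 0, and the values were not tested against chance. Results with the replicate number as a block are given beside those without it. The labels do not state that mice with the same number belong together, so the pairing is an assumption. No pair of samples shared its values: at most 0.006% of positive values were identical, and the correlation of log2 values across genes was 0.903 to 0.975 within groups and 0.815 to 0.971 between groups.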

To further investigated the role of anti-S100a9 Ab in CAC mice model, we analyzed the global transcriptome change of intestinal mucosa tissues cells from three groups of mice: normal control mice, AOM/DSS mice treated with IgG Ab, AOM/DSS mice treated with anti-S100a9 Ab. RNA-seq analyses showed that the expression of S100a9 and its downstream target molecules, such as *Cxcl1, Cxcl2, Tnfα, Il6, Saa3, Mmp7, Mmp9*, and *Lcn2* (14, 31–35), were significantly increased in the AOM/DSS group (i.e., AOM/DSS + IgG Ab *vs* Control), which was consistent with our previous findings in the gene expression profile of CAC mouse model (13). 

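S100a9, on chromosome 3 of GRCm38 from 90692632 to 90695721, encodes a calcium-binding protein of neutrophils and other myeloid cells. Its expression was 168 ± 102 FPKM (SD, n = 3) in the AOM/DSS + IgG Ab samples and 0.602 ± 0.245 FPKM (SD, n = 3) in the Control samples, a log2 fold change of 7.73 (standard error 0.52, adjusted p = 0.00025 from limma). With each of the 9 samples left out in turn, this log2 fold change stayed between 7.28 and 8.32. In a fit with the replicate block, which pairs mice with the same replicate number, the log2 fold change was again 7.73 and the adjusted p was 0.0014. S100a8, which lies on the same chromosome from 90668978 to 90670035, rose by a log2 fold change of 7.37 (adjusted p = 0.0011).

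S100a9 and all 8 target genes named by the paper were raised with an adjusted p under 0.05, and for each of these 9 genes every AOM/DSS + IgG Ab sample had a higher value than every Control sample. Mmp7 (chromosome 9, 7692090 to 7699585) rose most, from 0.295 ± 0.375 to 255 ± 103 FPKM (SD, n = 3 each), a log2 fold change of 9.67 (standard error 0.92, adjusted p = 0.00088). Saa3 had a log2 fold change of 6.58 (adjusted p = 0.0018), Lcn2 of 6.04 (adjusted p = 0.00025), Cxcl2 of 5.55 (adjusted p = 0.00025), Cxcl1 of 4.63 (adjusted p = 0.0012) and Mmp9 of 3.45 (adjusted p = 0.00088). Cxcl2 was listed at 0 in all 3 Control samples. Tnf rose from 1.65 ± 1.10 to 8.93 ± 3.68 FPKM (SD, n = 3 each), a log2 fold change of 2.59 (adjusted p = 0.036). Il6 reached only 0.325 ± 0.234 FPKM in the AOM/DSS + IgG Ab samples, against 0.0313 ± 0.0140 in the Control samples (SD, n = 3 each), a log2 fold change of 1.54 (adjusted p = 0.049). Tnf missed the adjusted threshold in 6 of the 9 fits that left out a sample. Il6 passed in none of them: it missed the threshold in the 6 fits without a Control or AOM/DSS + anti-S100a9 Ab sample, and in the 3 without an AOM/DSS + IgG Ab sample it fell below the filter on low values and was not tested. Under the replicate block 8 of the 9 genes passed, and the adjusted p of Il6 was 0.057. When only the 2 groups compared were fitted, 7 passed, with an adjusted p of 0.085 for Tnf and 0.12 for Il6. Restricting the test to genes with at least 1 FPKM in every sample left 1 of the 9 genes passing, because the others fell below this minimum in at least 1 sample; this filter was chosen after seeing the data.

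**Figure D1:**
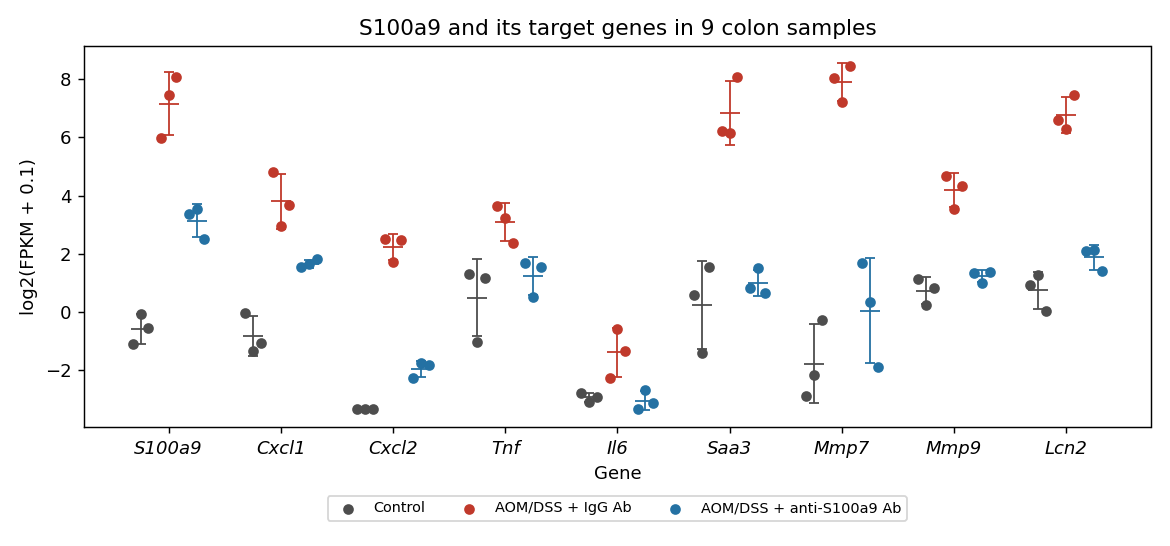
Expression of S100a9 and its 8 target genes as log2(FPKM + 0.1) in each of the 9 samples, with gray points for Control, red for AOM/DSS + IgG Ab and blue for AOM/DSS + anti-S100a9 Ab. Horizontal marks and bars give the mean and SD of 3 mice; for all 9 genes the red points lie above the gray and the blue points.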

The expression levels of above molecules were significantly decreased after treatment with neutralizing S100a9 antibody (i.e., AOM/DSS + anti-S100a9 Ab *vs* AOM/DSS + IgG Ab) (Figure S2B in Supplementary Material). These data further indicate that the S100a9 signaling is blocked by the neutralizing antibody in the “inflammation–cancer link” experimental mice.

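After anti-S100a9 Ab, 8 of the 9 genes were lower than in the AOM/DSS + IgG Ab samples with an adjusted p under 0.05 from limma, and all 9 had an unadjusted p under 0.05. For each gene, every AOM/DSS + anti-S100a9 Ab sample was below every AOM/DSS + IgG Ab sample. S100a9 itself was 9.16 ± 3.20 FPKM (SD, n = 3) against 168 ± 102 FPKM, a log2 fold change of -4.02 (standard error 0.52, adjusted p = 0.0044). The largest fall was that of Mmp7, to 1.48 ± 1.49 FPKM (SD, n = 3), a log2 fold change of -7.85 (standard error 0.92, adjusted p = 0.0031). Saa3 had a log2 fold change of -5.82 (adjusted p = 0.0044), Lcn2 of -4.90 (adjusted p = 0.00098), Cxcl2 of -4.18 (adjusted p = 0.00096), Mmp9 of -2.95 (adjusted p = 0.0029), Cxcl1 of -2.14 (adjusted p = 0.021) and Il6 of -1.66 (adjusted p = 0.029). Tnf was 2.43 ± 0.975 FPKM (SD, n = 3), and its log2 fold change of -1.83 had an adjusted p of 0.071. Pairing the mice by replicate number as a block, all 9 genes passed and the adjusted p of Tnf was 0.049. When only the 2 groups compared were fitted, 8 passed, with an adjusted p of 0.035 for Tnf and 0.052 for Il6. Across the 9 fits that left out 1 sample each, between 6 and 9 of the genes passed. The adjusted p of Tnf was 0.05 or more in 8 of these fits, and that of Cxcl1 in 3. That of Il6 was 0.05 or more in 3, and Il6 was not tested in those without an AOM/DSS + IgG Ab sample.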

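The antibody acts on the S100a9 protein, and the files measure transcripts only. S100a9 transcripts in the AOM/DSS + anti-S100a9 Ab samples remained above Control, 9.16 ± 3.20 against 0.602 ± 0.245 FPKM (SD, n = 3 each), a log2 fold change of 3.71 (standard error 0.52, adjusted p = 0.13 from limma). For 4 of the 9 genes every AOM/DSS + anti-S100a9 Ab sample was above every Control sample. The same number of genes were above Control with an unadjusted p under 0.05, and 0 with an adjusted p under 0.05. These tests use a spread pooled over all 9 samples, including the AOM/DSS + IgG Ab samples.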

Compared with normal colon mucosa, gene expression profile changes burst distinctly under the influence of AOM and DSS stimulation, as 1,017 genes showed significant elevation, and 815 genes were downregulated in the colon adenocarcinoma tissues (i.e., AOM/DSS + IgG Ab *vs* Control). 

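With an unadjusted p under 0.05 from limma and more than 2-fold change, 1288 of the 15278 genes were higher and 793 lower in the AOM/DSS + IgG Ab samples than in the Control samples (n = 3 each). Pairing by replicate number as a block gave 1299 and 815. Requiring an adjusted p under 0.05 gave 941 and 347 genes. Dropping the fold threshold gave 2971 and 1536. Requiring at least 1 FPKM in every sample, a filter chosen after seeing the data, gave 532 and 334. The 3 largest rises among genes with an adjusted p under 0.05, at least 1 FPKM in 1 group and no overlap between the samples were those of Gm10104, Defa24 and Mt4. Gm10104 rose from 0.143 ± 0.125 to 390 ± 128 FPKM (SD, n = 3 each), a log2 fold change of 10.78 (adjusted p = 0.00032). Defa24 (chromosome 8, 21734494 to 21735471) encodes a Paneth cell defensin of a family of near-identical genes, so its value is uncertain where the authors' quantification split reads among them. It rose from 0.370 ± 0.390 to 547 ± 220 FPKM, a log2 fold change of 10.59 (adjusted p = 0.0015). Mt4 rose by a log2 fold change of 10.50 (adjusted p = 0.011), with 1592, 599 and 295 FPKM in AOM/DSS + IgG Ab replicates 1, 2 and 3. The 3 largest falls were those of Igkv4-63 (log2 fold change -7.27, adjusted p = 0.042), Retnla (-6.44, adjusted p = 0.0069) and Cfd (-6.43, adjusted p = 0.042). Igkv4-63 is an immunoglobulin segment and Cfd an adipocyte gene. Their adjusted p was 0.05 or more in 7 and 8 of the 9 fits that left out a sample.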

Whereas only 385 genes showed significant elevation, and 164 genes were downregulated in the anti-S100a9 Ab treatment colon mucosa compared with control group (i.e., AOM/DSS + anti-S100a9 Ab *vs* Control). 

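The same thresholds gave 349 genes higher and 132 lower in the AOM/DSS + anti-S100a9 Ab samples than in the Control samples (n = 3 each), and 374 and 159 with the replicate block that pairs mice by number. With an adjusted p under 0.05 from limma, 1 gene was higher and 1 lower, although 2439 genes had an unadjusted p under 0.05. The spread in this test was pooled over all 9 samples, including the AOM/DSS + IgG Ab samples, which are not part of this comparison. When only the 2 groups compared were fitted, 375 genes were higher and 165 lower at the same unadjusted thresholds. No adjusted count is given for that fit. The counts depended on single samples. Without Control replicate 3 there were 166 genes up, and without Control replicate 1 there were 605. The gene up was Gpnmb, with 4.43 ± 1.39 FPKM in Control, 9.06 ± 0.838 FPKM in AOM/DSS + IgG Ab and 43.6 ± 11.9 FPKM in AOM/DSS + anti-S100a9 Ab (SD, n = 3 each), a log2 fold change of 3.28 against Control (standard error 0.26, adjusted p = 0.0097). The gene down was a segment of the Igkv4 family of immunoglobulin kappa genes, whose value is uncertain because its copies are near-identical, at 119 ± 37.3 FPKM in Control and 11.0 ± 5.53 FPKM in AOM/DSS + anti-S100a9 Ab (SD, n = 3 each), a log2 fold change of -3.48 (adjusted p = 0.032). Its adjusted p was 0.05 or more in 6 of the 9 fits that left out a sample, and that of Gpnmb in 1.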

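Of the 1288 genes raised by AOM/DSS, 98.8% had a lower mean log2 value in the AOM/DSS + anti-S100a9 Ab than in the AOM/DSS + IgG Ab samples, and 97.4% of the 793 lowered genes had a higher one. Because both comparisons use the same AOM/DSS + IgG Ab samples, part of this follows from how the genes were chosen. Each sample was therefore placed on a scale from 0 (mean of the Control samples) to 1 (mean of the AOM/DSS + IgG Ab samples) by the mean log2 value of the raised genes minus that of the lowered genes. Each Control and AOM/DSS + IgG Ab sample was scored with genes and a scale chosen without it, and the AOM/DSS + anti-S100a9 Ab samples with genes and a scale from all samples, so the groups are not on one scale. The AOM/DSS + anti-S100a9 Ab samples lay at 0.237, 0.161 and 0.130, a mean of 0.176 ± 0.055 (SD, n = 3). Control samples lay at 0.123, 0.140 and 0.203, and AOM/DSS + IgG Ab samples at 1.17, 0.557 and 0.762. On the scales chosen without Control replicate 1, 2 and 3, the AOM/DSS + anti-S100a9 Ab samples had mean positions of 0.226, 0.219 and 0.167, and the Control sample left out lay at 0.123, 0.140 and 0.203, so that the order was not the same on all of them. On the scales chosen without AOM/DSS + IgG Ab replicate 1, 2 and 3, their mean positions were 0.260, 0.120 and 0.165, each below the 1.17, 0.557 and 0.762 of the AOM/DSS + IgG Ab sample left out. When the genes were chosen with the replicate block, the mean position was 0.196. The mean position moved most when an AOM/DSS + IgG Ab sample was left out, to 0.260 without replicate 1 and to 0.120 without replicate 2. From the transcriptome analysis, the paper proposes that AOM/DSS triggers a broad change of expression in the colon and that the antibody reverses it.

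**Figure D2:**
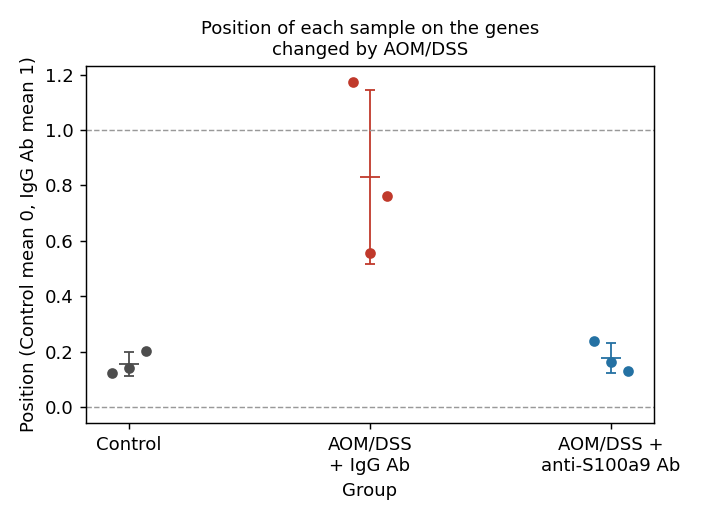
Position of each of the 9 samples between the mean of the Control samples (dashed line at 0) and the mean of the AOM/DSS + IgG Ab samples (dashed line at 1), on the vertical axis in units of that difference, by group. Horizontal marks and bars give the mean and SD of 3 mice; the AOM/DSS + anti-S100a9 Ab samples lie between 0.130 and 0.237 on the scale from all samples, and each AOM/DSS + IgG Ab sample lies at 0.557 or higher and each Control sample at 0.203 or lower on a scale chosen without it.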

The transcriptome analysis suggests that AOM/DSS-induced inflammation-carcinogenesis triggers a robust globe gene expression change in the colon tissues, whereas anti-S100a9 Ab treatment can significantly reverse this effect.

We addressed a panel of 585 genes that were stimulated by AOM/DSS but were repressed by anti-S100a9 Ab treatment (Figure 5A) through GO enrichment and KEGG pathway enrichment analysis. This panel of genes related GOs were enriched in cell adhesion, proteolysis, blood vessel development, inflammation, and cell proliferation (in the category of biological process); in the extracellular region and extracellular space (in the category of cellular component); in calcium ion binding, cytokine activity and growth factor activity (in the category of molecular function) (Figure S4 in Supplementary Material). 

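With more than 2-fold change and an unadjusted p under 0.05 from limma in both directions, 955 genes were raised by AOM/DSS + IgG Ab against Control and lowered by AOM/DSS + anti-S100a9 Ab against AOM/DSS + IgG Ab (n = 3 per group). Pairing the mice by number as a replicate block gave 959 such genes. For 725 of the genes both adjusted p-values were under 0.05, and for 883 all 3 AOM/DSS + IgG Ab samples were above the other 6 samples. Dropping the fold threshold gave 2210 genes. Requiring at least 1 FPKM in every sample, a filter chosen after seeing the data, gave 377. The median log2 fold change of the 955 genes was 2.08 for AOM/DSS + IgG Ab against Control and -1.90 for AOM/DSS + anti-S100a9 Ab against AOM/DSS + IgG Ab. On the linear scale, a median of 1.73% of the excess over Control was left in the AOM/DSS + anti-S100a9 Ab samples, with quartiles of -2.72% and 7.09%. Raised genes that missed the criteria for a fall are not in the panel, so a small remainder follows in part from the selection. As AOM/DSS + IgG Ab samples enter both comparisons, noise in them alone can place a gene in this panel. Genes raised by AOM/DSS, whether or not they fell with the antibody, were therefore chosen with only 2 of these samples and measured against the third. Their mean log2 fall was -1.94, -1.32 and -1.57 for replicate 1, 2 and 3 held out, against -1.81, -1.93 and -1.89 for the samples used in choosing. Of these genes, 66.7%, 48.2% and 61.8% were more than 2-fold lower than the held-out sample. The largest falls in this comparison, beside Mmp7, were those of Mt4 (log2 fold change -8.14, adjusted p = 0.022) and Gm15284 (-7.97, adjusted p = 0.0028).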

The 585 genes related signaling pathways were enriched in inflammation (cytokine–cytokine receptor interaction, rheumatoid arthritis, and *Salmonella* infection), cell adhesion and migration (ECM–receptor interaction, and focal adhesion), proliferation and metastasis (PI3K–Akt signaling pathway, Wnt signaling pathway, and TGF-beta signaling pathway), stem cell regulation (Wnt signaling pathway, hippo signaling pathway, and signaling pathways regulating pluripotency of stem cell) (Figure 5B; Table S2 in Supplementary Material), highlighting the key roles of S100a9 in inflammation and tumorigenesis. It should be noticed that signaling pathways that repressed by anti-S100a9 Ab, such as cytokine–cytokine receptor interaction, ECM–receptor interactions, focal adhesion, and Wnt signaling were hyperactive in the CAC mouse model (Figure 5C), which is consistent with our previous observations (13). 

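Table S2 lists the panel genes in each of 20 enriched pathways. The enrichment itself needs the pathway database, which was not used here; the listed genes were counted instead. They were chosen by the paper from the same samples, so the counts are a recount and not an independent test. Under the criteria of the panel, all listed genes passed in, among others, the ECM-receptor interaction (14), Wnt signaling (18), PI3K-Akt signaling (25) and focal adhesion (15) pathways and in signaling pathways regulating pluripotency of stem cells (13). The criteria were met by 24 of 25 genes of cytokine-cytokine receptor interaction, 15 of 16 of the Hippo signaling pathway, 9 of 10 of the TGF-beta signaling pathway, 8 of 9 of rheumatoid arthritis, 8 of 9 of Salmonella infection, 13 of 14 of amoebiasis and 26 of 27 of pathways in cancer. The 6 pathways of Figure 5C hold 72 distinct genes, of which 71 met the criteria, with or without the replicate block that pairs the mice by number. The remaining gene, Gdf5 (chromosome 2, 155941023 to 155945367), did not reach 0.1 FPKM in 3 samples and was not tested. Without the filter, all 72 genes met the criteria. Both adjusted p-values were under 0.05 for 64 of the genes. The number fell most, to 26, when at least 1 FPKM was required in every sample, a filter chosen after seeing the data.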

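The mean log2(FPKM + 0.1) of the Table S2 genes was taken for each pathway in each sample. For Wnt signaling (18 genes) it was 4.00 ± 0.83 in AOM/DSS + IgG Ab, -0.16 ± 0.19 in Control and 0.35 ± 0.58 in AOM/DSS + anti-S100a9 Ab (SD, n = 3 each). For cytokine-cytokine receptor interaction (25 genes) the means were 2.23 ± 0.43, -0.87 ± 0.39 and -0.03 ± 0.20, for ECM-receptor interaction (14 genes) 4.10 ± 0.32, 1.45 ± 0.01 and 1.86 ± 0.17, and for focal adhesion (15 genes) 4.02 ± 0.32, 1.13 ± 0.04 and 1.69 ± 0.19, in the same order. For TGF-beta signaling (10 genes) they were 2.58 ± 0.54, 0.14 ± 0.15 and 0.63 ± 0.22. In each of these pathways, AOM/DSS + IgG Ab lay above both other groups without overlap (two-sided exact permutation tests, p = 0.1 each, the smallest p that 3 mice against 3 allow; 0.106 after Benjamini-Hochberg adjustment over 18 comparisons). The pathways share genes, and the genes were selected for this pattern by the paper, so these tests restate the selection. AOM/DSS + anti-S100a9 Ab lay above Control without overlap in these pathways except Wnt signaling (two-sided exact permutation test, p = 0.2). Pseudocount 1, chosen after seeing the data, moved the differences most, and that of Wnt signaling between AOM/DSS + IgG Ab and Control went from 4.16 to 3.05. The largest fall within cytokine-cytokine receptor interaction was that of Il23a (log2 fold change -4.46, adjusted p = 0.0037 from limma) and the smallest that of Cxcr2 (-1.11, adjusted p = 0.039). Within the TGF-beta signaling pathway these were Inhbb (-2.94, adjusted p = 0.0076) and Bmp8b (-1.18, adjusted p = 0.028). The smallest fall of both focal adhesion and ECM-receptor interaction was that of Col6a5 (-1.18, adjusted p = 0.014). Cxcl5, a chemokine, rose by a log2 fold change of 7.01 with AOM/DSS (adjusted p = 0.00028) and changed by -3.68 with the antibody (adjusted p = 0.0047). Smad2 showed no change past the threshold: its log2 fold change was 0.03 with AOM/DSS (adjusted p = 0.92) and 0.21 with the antibody (adjusted p = 0.32), and the sign of both depended on the normalization or correction used. The paper stained phosphorylated Smad2, which it reports as lower in the CAC mice and restored with the antibody. Smad2 transcripts do not measure phosphorylation and cannot test that result.

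**Figure D3:**
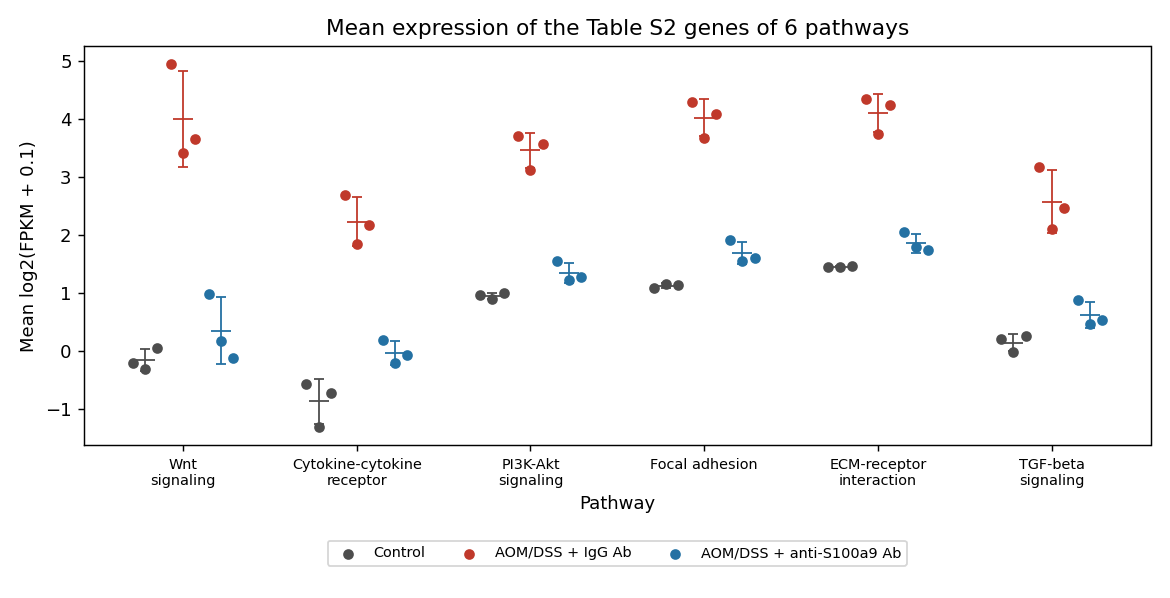
Mean log2(FPKM + 0.1) over the Table S2 genes of each of the 6 pathways, on the vertical axis, for each of the 9 samples, in gray for Control, red for AOM/DSS + IgG Ab and blue for AOM/DSS + anti-S100a9 Ab. Horizontal marks and bars give the mean and SD of 3 mice; in every pathway the red points lie above the gray and blue points, as follows from how the genes were chosen.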

We previously demonstrated that S100a8/a9 promotes the colon tumorigenesis *in vitro* and *in vivo* through activating Akt signaling (12). 

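The mean log2(FPKM + 0.1) of the 25 Table S2 genes of the PI3K-Akt signaling pathway was 0.95 ± 0.05 in Control, 3.46 ± 0.31 in AOM/DSS + IgG Ab and 1.34 ± 0.18 in AOM/DSS + anti-S100a9 Ab (SD, n = 3 each). The difference between the AOM/DSS groups was -2.12 and had no overlap between samples (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Because these genes were chosen by the paper for falling, this is not an independent test. The gene with the largest fall was Spp1 (chromosome 5, 104435118 to 104441050), from 30.4 ± 18.7 to 0.787 ± 0.324 FPKM (SD, n = 3 each), a log2 fold change of -5.01 (adjusted p = 0.0012 from limma). The smallest fall was that of Gnb5, a log2 fold change of -1.15 (adjusted p = 0.057). Akt1 and Akt2 are not among the Table S2 genes. The paper stained phosphorylated Akt, which their transcripts do not measure. Akt1 (chromosome 12, 112653821 to 112674884) rose with AOM/DSS from 60.4 ± 3.08 to 97.0 ± 8.83 FPKM and was 65.8 ± 6.08 FPKM with the antibody (SD, n = 3 each), log2 fold changes of 0.68 (adjusted p = 0.013 from limma) and -0.56 (adjusted p = 0.021). With only the groups compared in the fit, the adjusted p of the rise of Akt1 was 0.055, and with the length and GC correction, chosen after seeing the data, the adjusted p was 0.059 for its rise and 0.46 for its fall. With quantile normalization, also chosen after seeing the data, its fall had an adjusted p of 0.14. Akt2 had log2 fold changes of 0.70 (adjusted p = 0.068 from limma) and -0.90 (adjusted p = 0.024), and its fall had an adjusted p of 0.061 with the replicate block and the length and GC correction. The falls of Akt1 and Akt2 had an adjusted p of 0.05 or more in 3 and 4 of the 9 fits that each left out 1 sample.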

In this experiment, anti-S100a9 Ab also significantly inhibited the PI3K–Akt signaling pathway in the CAC model (Figure 5C). Overall, GO and KEGG enrichment analysis revealed a few of key pathways and biological processes regulated by anti-S100a9 Ab treatment, which may explain the protective role of anti-S100a9 Ab in the CAC model.

**Figure 5:**
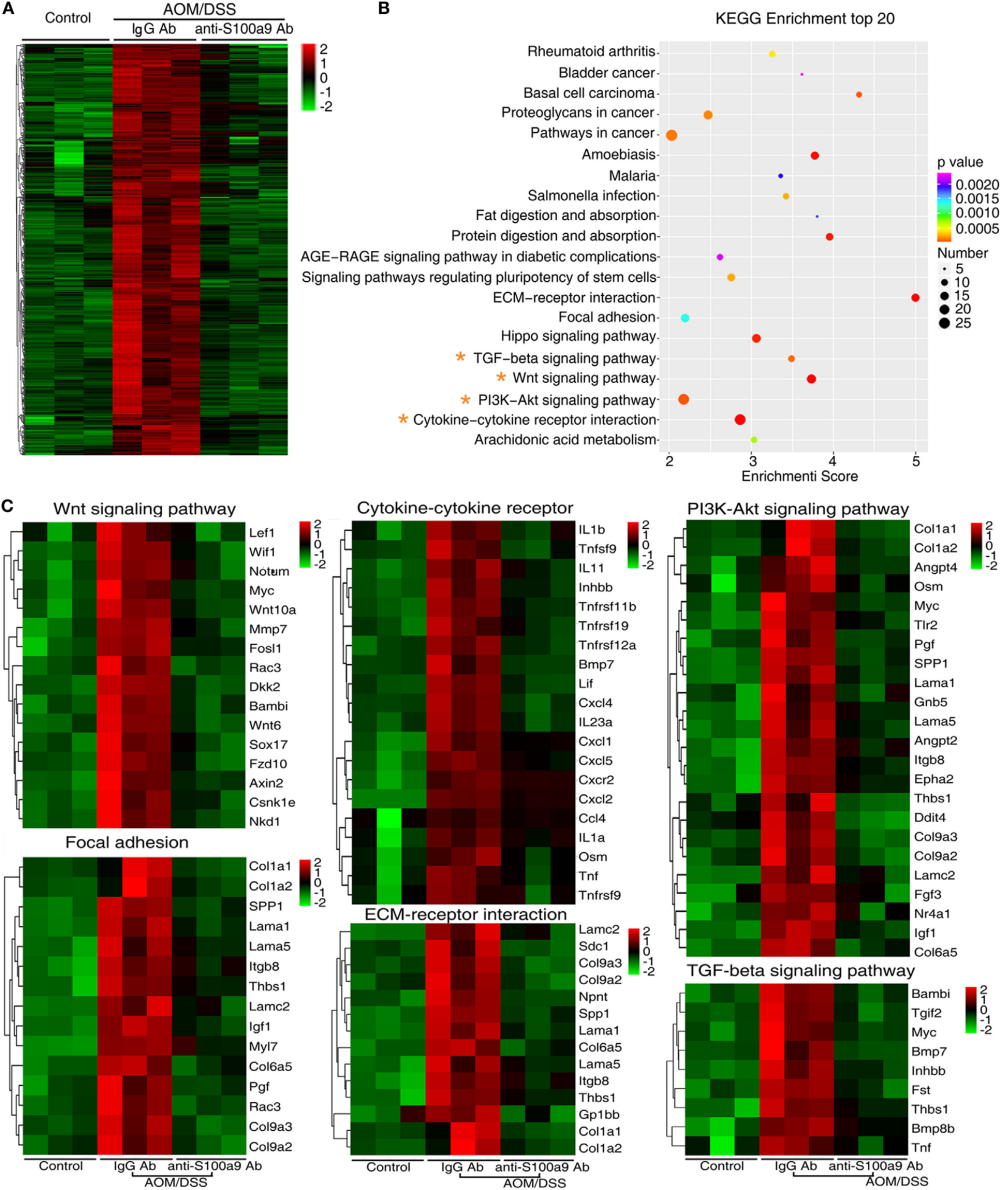
RNA-seq after treatment with anti-S100a9 Ab in colitis-associated cancer (CAC) mouse model. **(A)** Hierarchical clustering of 585 transcripts that were upregulated (≥2-fold change) in azoxymethane (AOM)/dextran sulfate sodium (DSS)-induced CAC mice and were downregulated significantly in anti-S100a9 Ab treatment CAC mouse model, with three repeats. **(B)** KEGG pathway was used to analyze the pathways related to the 585 genes. The top 20 positively enriched pathways were shown in bubble chart. The *x*-axis is enrichment score, and the *y*-axis is enriched pathways. The larger the bubble is, the greater the number of different genes contained in pathway. The bubble color is changed from red to blue to green and to yellow, indicating the more larger *p*-value of the pathway enrichment. **(C)** The 585 genes were involved in signaling pathways, such as Wnt signaling pathway, cytokine–cytokine receptor, PI3K–AKT signaling pathway, focal adhesion, ECM–receptor interaction, and TGF-β signaling pathway, as shown in heatmaps. Each row represents a single gene, and each column represents one tissue sample. Red indicates high relative expression, and green indicates low relative expression.

### Focusing on S100a9 Related Deregulated Pathways by Comparison the Expression Profiles of Mouse and Human Colon Tumor

The striking expression patterns observed from anti-S100a9 Ab treatment of AOM/DSS-induced CRC mice prompted us to perform additional analysis across human colorectal carcinoma. We used GSEA to compare gene sets enrichment differences between S100A9^low^ and S100A9^high^ human colon tumors (see Materials and Methods, for tumor specimens’ information). GSEA revealed 14 gene sets were strongly enriched in S100A9^high^ colon tumor specimens compared with S100A9^low^ specimens, including cytokine–cytokine receptor interaction, ECM–receptor interaction, pathway in cancer, RIG-I like receptor signaling pathway, toll-like receptor pathway signaling, NOD-like receptor signaling pathway, leukocyte transendothelial migration, natural killer cell mediated cytotoxicity, and small cell lung cancer (Figure 6; Table S3 in Supplementary Material). Some of these gene sets, such as the cytokine–cytokine receptor interaction, ECM–receptor interaction, and pathway in cancer, were also activated markedly in the CAC mouse model and were inhibited by anti-S100a9 Ab treatment in this study, implying potential regulatory mechanisms of S100a9 in intestinal inflammation and tumorigenesis.

**Figure 6:**
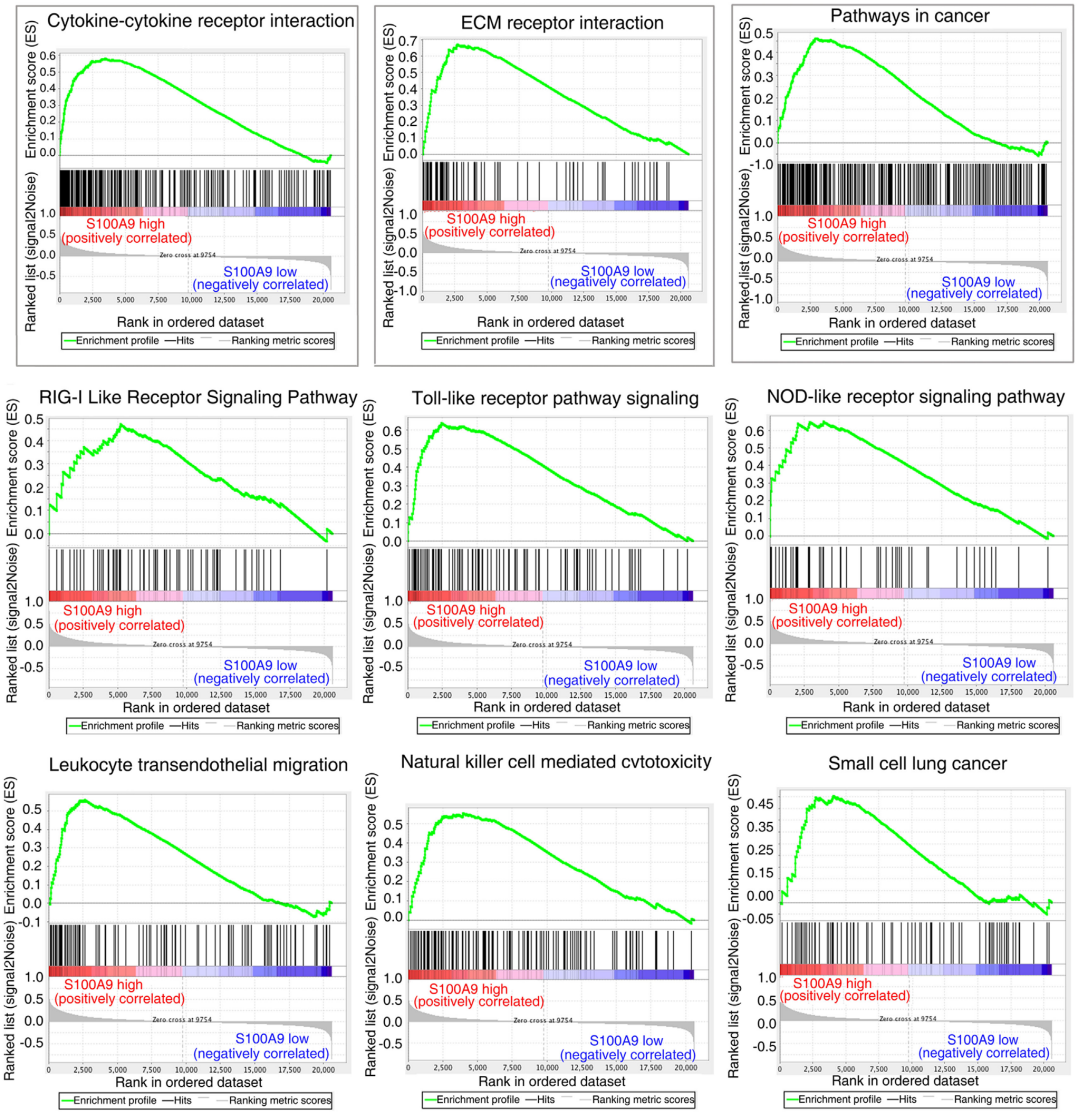
Gene set differences between *S100A9*^high^ and *S100A9*^low^ human colorectal cancer (CRC) specimens revealed by gene set enrichment analysis (GSEA) of GEO database (see Materials and Methods). GSEA enrichment plots for nine biological pathways were found enriched in *S100A9*^high^ CRC specimens compared with *S100A9*^low^ specimens (#GSE104614). A gene set with nominal *p* ≤ 0.05 was considered to be significantly enriched.

To confirm the signaling abnormality observed in mRNA levels, we next tested the related proteins levels in different group of mice in CAC progression. We assayed four signaling pathways enriched in the mRNA levels, the Wnt/β-catenin signaling pathway, PI3K–Akt pathway, TGF-β pathway, and cytokine–cytokine receptor interaction, through immunohistochemistry assay of β-catenin and c-Myc, p-Akt, p-Smad2, and Cxcl5, respectively (Figure 7). Immunohistochemical results showed that β-catenin, c-Myc, p-Akt, and Cxcl5 were strongly upregulated in CAC mice colon adenocarcinoma cells compared with normal tissues, whereas anti-S100a9 Ab treatment suppressed their protein levels. CRC initiation and progression involve inhibition of TGF-β signaling, which reduces cell proliferation and promotes apoptosis and differentiation in colon epithelial cells (36). Here, we also observed that p-Smad2 was inhibited in the CAC model but was recovered by anti-S100a9 Ab treatment. As expected, S100a9 protein levels were significantly increased in the CAC model, whereas anti-S100a9 Ab abolished its increase.

**Figure 7:**
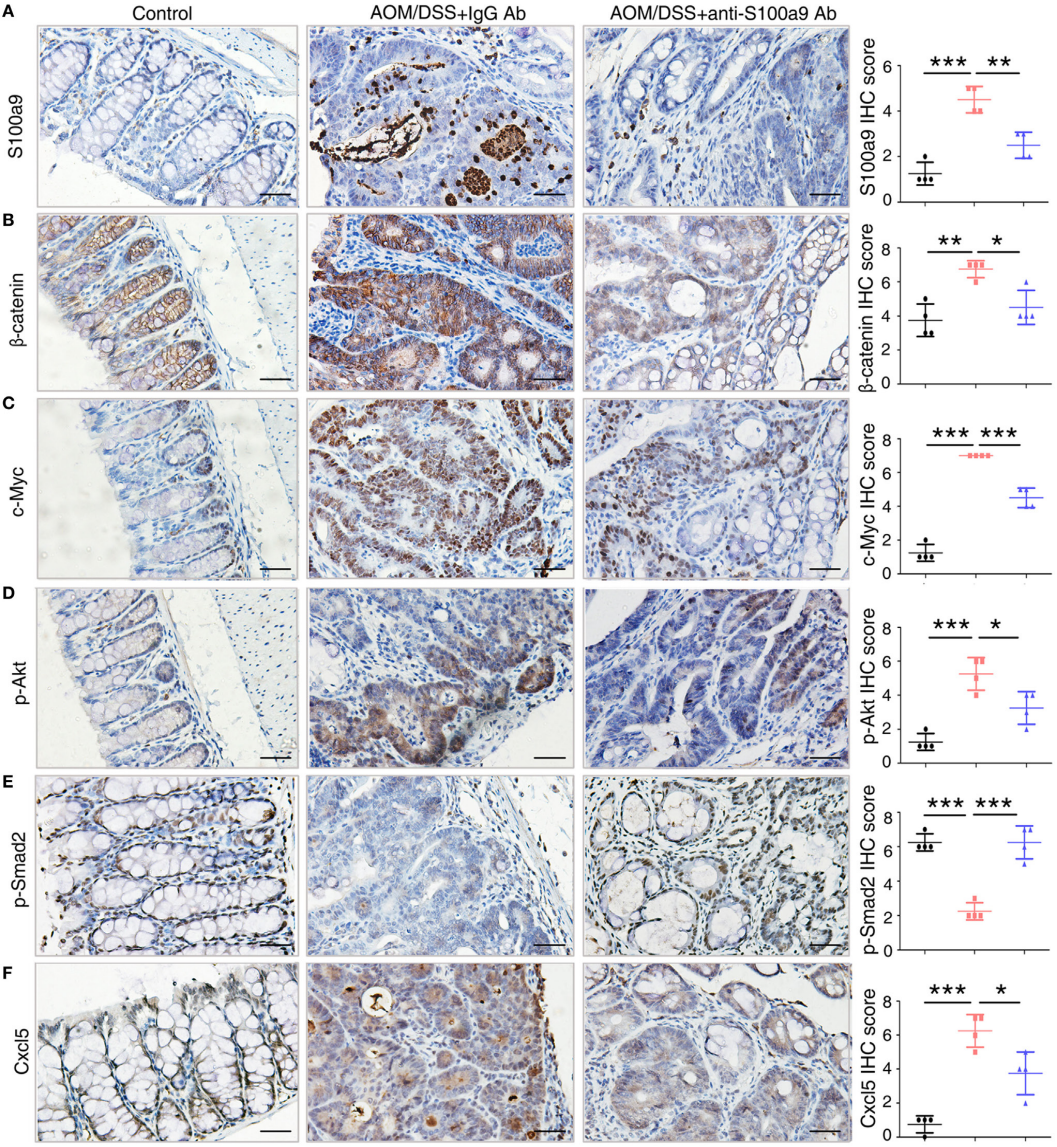
Key molecules of specific signaling pathways are assayed by immunohistochemistry in the colorectum of mice. Immunohistochemistry (200× magnification) of **(A)** S100a9, **(B)** β-catenin, **(C)** c-Myc, **(D)** p-Akt, **(E)** p-Smad2, and **(F)** Cxcl5 in normal control, IgG Ab, and anti-S100a9 Ab-treated colorectal tissues of the colitis-associated cancer mouse (*n* = 4). Scale bar, 50 µm. Staining scores were determined by semi-quantitative optical analysis.

In conclusion, our study demonstrates that anti-S100a9 Ab ameliorates DSS-induced acute colitis, and suppresses AOM/DSS-induced CAC as well. The protective effects of anti-S100a9 Ab on chemically induced colitis and CAC are related to the inhibition of the inflammatory responses and pathways that links colitis to colon cancer. We consider that anti-S100a9 Ab is a potential therapeutic agent for treating IBD and CAC.

## Discussion

Inflammatory bowel disease is a growing global problem, and its incidence is rising worldwide (37). The pathogenesis and targeted therapies for IBD were reviewed before (38–40). Recent work has elucidated the role of genetic susceptibility, altered gut microbiota, aberrant immune response, and environmental factors in the development of IBD (41–43). S100a9 has been reported to be crucial for induction of inflammation response and development of intestinal tumors, but the clinical application of S100a9 has not been fully elucidated. Our results showed that blocking S100a9 protein by neutralizing antibody effectively inhibited not only DSS-induced colitis but also AOM/DSS-induced CAC in mouse model.

S100a9 is a cytosolic protein secreted from myeloid cells as pro-inflammatory mediators. Dysregulation of S100a9 has been widely observed in many inflammatory conditions (such as IBD, arthritis, dermatitis, vasculitis, systemic sclerosis, infections, and cardiovascular diseases) and human tumors (colorectal, prostate, brain, lymphoma, melanoma, and thymus cancer) (15, 44). S100a9 was identified as a tumor specific protein marker in AOM-induced colon tumors by matrix-assisted laser desorption/ionization-mass spectrometry (45). A series of studies showed that S100a9 concentration was increased in the stool and blood of CRC patients and was identified as a serological biomarker for CRC (46–49). We and others also revealed that S100a9 was upregulated in virtually all steps of colitis-associated tumorigenesis (13, 31).

Based on its expression and potential pro-inflammatory mediator function in inflammation and cancer, S100a9 may play a key role in inflammation-associated cancer. Research showed that S100a9 and S100a8 preferentially form a stable heterodimer (S100a8/a9), and through interaction with their receptor, TLR4 or RAGE, play essential roles in the process of colitis-associated carcinogenesis, including initiation, promotion, and progression (14, 30). Preliminary results from animal experiments showed that the administration of neutralizing S100a9 antibody prevented angiotensin II infusion–induced cardiac inflammation and injury (25). Moreover, neutralizing anti-S100a8 and anti-S100a9 antibodies blocked the migration of lung tumor cells and Mac 1^+^-myeloid cells *in vivo* and *in vitro* (50). Quinoline-3-carboxamides have been used in Phase II trail for treatment of autoimmune, inflammatory diseases, and castration-resistant prostate cancer in humans (51, 52), and the underlying mechanism is inhibiting the interaction between S100a9 and RAGE or TLR4 (53). However, the function of neutralizing S100a9 antibody in colitis and CAC has not been well studied, and the mechanism is unclear. In this study, we demonstrated for the first time that neutralizing S100a9 antibody is effective in ameliorating DSS-induced colitis and AOM/DSS-induced CAC.

There is accumulating evidence indicated that S100a9 signal transduction is important for inflammatory signal cascades. It has been shown that pro-inflammatory protein S100a9 induces neutrophil chemotaxis and promotes monocyte/macrophage migration adhesion in inflammatory conditions (12, 54–56). S100a8/a9 is an important modulator of the leukocyte recruitment cascade during inflammation. S100a9 null mice demonstrated decrease of recruitment of granulocytes (57). Blockade of S100a8 and S100a9 also suppresses neutrophil migration in response to lipopolysaccharide in the air pouch and monocyte/macrophage infiltration during streptococcal pneumonia (58, 59). DSS has been reported to cause intestinal inflammation. It exerts chemical injury to the intestinal epithelium, resulting in exposure of the LP to luminal antigens and intestinal flora, triggering intestinal epithelial barrier dysfunction and inflammation in mouse colonic mucosa (60). Infiltration of inflammatory cells into the colon is a character of DSS colitis, and our study showed that blocking S100a9 inhibited the recruitment of innate immune cells, including macrophages, neutrophils, and DCs in the colons. The colitis mice given a neutralizing S100a9 antibody produced less inflammatory cytokines, such as *Tnfα, Il1β, Il6, Il17a, Ifnγ*, and *Il12a*, all of them are master regulators of inflammation and tumorigenesis. Besides, anti-S100a9 antibody decreased DSS-induced cell death and maintained the regenerative proliferation of intestinal epithelial cell, suggesting that neutralizing S100a9 antibody had a protective effect on the intestinal mucosal barrier. These results suggest that beneficial potency of neutralizing S100a9 antibody may be attributed to the reduced number of infiltration immune cells and the inhibited expression of pro-inflammatory cytokines in the colon of DSS-treated mice. Anti-TNFα agents have been the first line treatment for moderate to severe IBD over the past 10 years (61). In this study, anti-S100a9 Ab acquired similar therapeutic efficacy in DSS-induced colitis mice (Figure 1). It is worth noting that the dose of anti-S100a9 Ab (1.5 mg/kg) is much lower than that of anti-TNFα Ab (5 mg/kg) in this study.

Increased S100a9 expression has been seen in tumor cells and tumor-infiltrating myeloid cells in many epithelial tumors. The role of S100a9 in the proliferation, differentiation, invasion, and formation of pre-metastatic niches has recently emerged (14, 62). S100a8/a9 promotes the activation of MAPK or NF-κB signaling pathways and leads to tumor cell proliferation in CAC (30, 31). Judging from S100a9’s pro-inflammatory and pro-tumor functions in CAC regulation, neutralizing S100a9 antibody were administered to the AOM/DSS-induced CAC mice, and we observed that mice treated with anti-S100a9 antibody showed significantly reduced tumor incidence, growth, and infiltration of macrophages and neutrophils within tumors, which is similar to S100a9 null mice in the CAC model (31). Toward a more clinically practical approach, our data provided advantageous preclinical evidence of its therapeutic effect, although the specificity and pharmacokinetic properties of neutralizing S100a9 antibody have not been optimized.

We used RNA-seq to investigate the mechanism of the neutralizing S100a9 antibody in the development of CAC. 

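For the Wnt/β-catenin pathway, Myc (chromosome 15, 61985391 to 61990374) had the smallest fall among the Table S2 genes of Wnt signaling, at 10.6 ± 1.76 FPKM in Control, 30.4 ± 12.0 FPKM in AOM/DSS + IgG Ab and 12.3 ± 0.931 FPKM in AOM/DSS + anti-S100a9 Ab (SD, n = 3 each). Its log2 fold change was 1.45 with AOM/DSS (standard error 0.25, adjusted p = 0.010 from limma) and -1.24 with the antibody (standard error 0.25, adjusted p = 0.016). The largest fall was that of Mmp7, with a log2 fold change of -7.85 (standard error 0.92, adjusted p = 0.0031). Ctnnb1, the gene of β-catenin, on chromosome 9 from 120929216 to 120960507, was 168 ± 26.4 FPKM in Control, 268 ± 97.7 FPKM in AOM/DSS + IgG Ab and 177.4 ± 5.28 FPKM in AOM/DSS + anti-S100a9 Ab (SD, n = 3 each). Its log2 fold changes of 0.63 and -0.54 did not pass the adjusted threshold (adjusted p = 0.13 and 0.14). The paper stained β-catenin and c-Myc protein, and transcript values do not measure protein.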

Comparison of the transcriptional profile of S100a9 antibody treated CAC mice vs untreated CAC mice led us to identify a cohort of pathways (such as cytokine–cytokine receptor interaction, Wnt/β-catenin, and PI3K–Akt pathway) that were inactivated in the S100a9 blocked mice. The products of these pathways promote inflammation, leukocyte recruitment, angiogenesis, stem cell characteristics, tumor migration, and proliferation. Since the chemical induced colitis and CAC mouse models cannot completely mimic the natural of inflammation and tumor development, our results may also require to be replicated in other animal models and may need to be validated in clinical specimens in the future. We used data from GEO and revealed that expression levels of human *S100A9* have an impact on gene sets of the abovementioned pathways (Figure 6).

In conclusion, treatment of mice with anti-S100a9 antibody during colitis and CAC development exerted a protective effect on intestinal inflammation and tumorigenesis, suggesting that the neutralizing S100a9 antibody is a potential therapeutic agent for treating human IBD. Therefore, blockade of S100a9 may feasibly be a promising biological strategy to inhibit inflammatory symptoms associated with IBD and attenuate the progression of CAC.

## Ethics Statement

All animal experimental procedures were performed in accordance with the guidelines of the Animal Welfare and Research Ethics Committee of Central South University.

## Author Contributions

Xuemei Zhang and JM conceived and designed the experiments. Xuemei Zhang, LW, Jing Wang, ZQ, Jia Wang, YL, Xiang Zheng, QP, QY, FA, PL, and SW performed experiments and analyzed the data. GL and SS were responsible for guiding and supporting the experiments. Xuemei Zhang and JM interpreted the data and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Suppression Colitis and Colitis-Associated Colon Cancer by Anti-S100a9 Antibody in Mice
**Source:** Front Immunol. 2017 Dec 13;8:1774. doi: 10.3389/fimmu.2017.01774
**Supplement:** Supplementary file 1

**Supplementary tables**

**Supplemental Table S1 Primers for qRT-PCR**

| **Gene** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| --- | --- | --- |
| *Ifnγ*- mouse | ACTGGCAAAAGGATGGTGAC | GACCTGTGGGTTGTTGACCT |
| *Il1β*- mouse | AGCCTCGTGCTGTCGGACCC | TCCAGCTGCAGGGTGGGTGT |
| *Il4*- mouse | CCATATCCACGGATGCGACA | AAGCCCGAAAGAGTCTCTGC |
| *Il6*- mouse | CCTCTCTGCAAGAGACTTCCATCC | AGCCTCCGACTTGTGAAGTGG |
| *Il10* - mouse | CAGTACAGCCGGGAAGACAA | CCTGGGGCATCACTTCTACC |
| *Il12a* - mouse | CAATCACGCTACCTCCTCTTTT | CAGCAGTGCAGGAATAATGTTTC |
| *Il17a* - mouse | GCTGACCCCTAAGAAACCCC | GAAGCAGTTTGGGACCCCTT |
| *Il23a* - mouse | CAGCAGCTCTCTCGGAATCTC | TGGATACGGGGCACATTATTTTT |
| *Gapdh* - mouse | TCTGACGTGCCGCCTGGAGA | CAGCCCCGGCATCGAAGGTG |
| *S100a9* - mouse | ACCACCATCATCGACACCTTC | AAAGGTTGCCAACTGTGCTTC |
| *Tnfα*- mouse | AGGGGCCACCACGCTCTTCT | CATGCCGTTGGCCAGGAGGG |

**Supplementary Table S2** KEGG Enrichment top 20 of genes which were up-regulated in AOM/DSS-induced CAC mice and were down-regulated significantly in anti-S100a9 Ab treatment CAC mouse model

| **Pathway** | **Count** | **p-Value** | **Enrichment**  **score** | **Genes** |
| --- | --- | --- | --- | --- |
| ECM-receptor interaction | 14 | 8.65E-08 | 5.00 | *Col1a1, Lama5, Sdc1, Itgb8, Lamc2, Col9a3, Col9a2, Spp1, Col1a2, Lama1, Thbs1, Npnt, Gp1bb, Col6a5* |
| Wnt signaling pathway | 18 | 2.75E-07 | 3.73 | *Wnt3, Axin2, Rac3, Mmp7, Wif1, Myc, Wnt7b, Csnk1e, Bambi, Fosl1, Sox17, Wnt10a, Lef1, Dkk2, Nkd1, Wnt6, Notum, Fzd10* |
| Cytokine-cytokine receptor interaction | 25 | 5.25E-07 | 2.86 | *Il11, Bmp7, Ccl4, Il20ra, Cxcl14, Tnfrsf12a, Tnf, Il23a, Il6, Cxcr2, Il1b, Il1a, Tnfrsf8, Tnfrsf9, Cxcl5, Cxcl1, Lif, Tnfsf9, Inhbb, Gdf5, Cxcl2, Osm, Tnfrsf19, Tnfrsf11b, Tnfsf18* |
| Amoebiasis | 14 | 3.69E-06 | 3.77 | *Col1a1, Lama5, Arg1, Nos2, Serpinb9b, Tnf, Gnal, Il6, Col3a1, Lamc2, Il1b, Tlr2, Col1a2, Lama1* |
| Protein digestion and absorption | 12 | 8.75E-06 | 3.95 | *Col18a1, Col1a1, Slc7a8, Col17a1, Col5a2, Col3a1, Col5a1, Col9a3, Col9a2, Col1a2, Col22a1, Col6a5* |
| Hippo signaling pathway | 16 | 1.67E-05 | 3.06 | *Wnt3, Axin2, Bmp8b, Bmp7, Ajuba, Myc, Wnt7b, Csnk1e, Wnt10a, Lef1, Tead2, Nkd1, Wnt6, Gdf5, Afp, Fzd10* |
| PI3K-Akt signaling pathway | 25 | 7.69E-05 | 2.17 | *Col1a1, Pgf, Epha2, Lama5, Igf1, Ddit4, Myc, Nr4a1, Itgb8, Il6, Lamc2, Angpt4, Col9a3, Tlr2, Efna4, Col9a2, Spp1, Col1a2, Fgf3, Angpt2, Gnb5, Lama1, Thbs1, Osm, Col6a5* |
| Basal cell carcinoma | 8 | 8.03E-05 | 4.31 | *Wnt3,Axin2, Wnt7b, Wnt10a, Lef1, Ptch2, Wnt6, Fzd10* |
| TGF-beta signaling pathway | 10 | 0.0001213 | 3.49 | *Bmp8b, Bmp7, Fst, Myc, Bambi, Tnf, Inhbb, Gdf5, Thbs1, Tgif2* |
| Pathways in cancer | 27 | 0.0001438 | 2.03 | *Wnt3, Axin2, Pgf, Lama5, Arnt2, Mmp9, Rac3, Igf1, Nos2, Myc, Adcy8, Wnt7b, Runx1, Il6, Wnt10a, Lamc2, Lef1, Ptch2, Fgf3, Mmp2, Gnb5, Lama1, Wnt6, Bdkrb1, Cdkn2a, F2rl3, Fzd10* |
| Proteoglycans in cancer | 17 | 0.0001712 | 2.47 | *Wnt3, Col1a1, Mmp9, Esr1, Igf1, Sdc1, Myc, Wnt7b,Tnf, Wnt10a, Tlr2, Col1a2, Mmp2, Wnt6, Gpc1, Thbs1, Fzd10* |
| Signaling pathways regulating pluripotency of stem cells | 13 | 0.0002527 | 2.75 | *Wnt3, Axin2, Tbx3, Igf1, Myc, Wnt7b, Wnt10a, Dusp9, Wnt6, Lif, Inhbb, Pcgf1, Fzd10* |
| Salmonella infection | 9 | 0.0002669 | 3.42 | *Lbp, Ccl4, Nos2, Il6, Il1b, Il1a, Cxcl1, Klc3, Cxcl2* |
| Rheumatoid arthritis | 9 | 0.0004031 | 3.25 | *Il11, Tnf, Il23a, Il6, Il1b, Il1a, Tlr2, Cxcl5, Atp6v0a4* |
| Arachidonic acid metabolism | 9 | 0.0007125 | 3.03 | *Alox12, Alox12e, Alox15, Pla2g12a, Gpx7, Pla2g2f, Pla2g2e, Cyp2b10, Gpx2* |
| Focal adhesion | 15 | 0.0013418 | 2.19 | *Col1a1, Pgf, Lama5, Rac3, Igf1, Myl7, Itgb8, Lamc2, Col9a3, Col9a2, Spp1, Col1a2, Lama1, Thbs1, Col6a5* |
| Fat digestion and absorption | 5 | 0.0017787 | 3.80 | *Pnliprp2, Pla2g12a, Pla2g2f, Pla2g2e, Pnliprp1* |
| Malaria | 6 | 0.0018735 | 3.36 | *Sdc1, Tnf, Il6, Il1b, Tlr2, Thbs1* |
| AGE-RAGE signaling pathway in diabetic complications | 9 | 0.0022260 | 2.62 | *Col1a1, Plcd3, Tnf, Il6, Col3a1, Il1b, Il1a, Col1a2, Mmp2* |
| Bladder cancer | 5 | 0.0023173 | 3.61 | *Mmp9, Myc, Mmp2, Thbs1, Cdkn2a* |

**Supplementary Table S3** Different gene sets between *S100A9*high and *S100A9*low colorectal cancer specimens revealed by GSEA of GEO database (GSE35896)

| **Gene set** | **Size** | **ES** | **NES** | **NOM**  **P-value** | **FDR**  **q-value** |
| --- | --- | --- | --- | --- | --- |
| RIG-I-like Receptor Signaling Pathway | 65 | 0.469 | 1.858 | 0.000 | 0.086 |
| Pathways in cancer | 315 | 0.464 | 1.556 | 0.000 | 0.345 |
| Toll-Like Receptor Signaling Pathway | 98 | 0.638 | 1.622 | 0.010 | 0.421 |
| Cytosolic DNA-sensing pathway | 51 | 0.557 | 1.705 | 0.012 | 0.283 |
| Cytokine-cytokine receptor interaction | 245 | 0.582 | 1.500 | 0.012 | 0.448 |
| Complement and coagulation cascades | 66 | 0.658 | 1.480 | 0.012 | 0.433 |
| Small Cell Lung Cancer | 82 | 0.454 | 1.480 | 0.023 | 0.398 |
| NOD-like Receptor Signaling Pathway | 51 | 0.648 | 1.620 | 0.024 | 0.327 |
| Glycosaminoglycan biosynthesis-keratan sulfate | 15 | 0.688 | 1.532 | 0.026 | 0.376 |
| Natural killer cell mediated cytotoxicity | 129 | 0.554 | 1.592 | 0.028 | 0.288 |
| ECM-receptor interaction | 81 | 0.672 | 1.480 | 0.038 | 0.475 |
| Lysosome | 115 | 0.450 | 1.594 | 0.038 | 0.341 |
| Leukocyte transendothelial migration | 107 | 0.559 | 1.457 | 0.042 | 0.411 |
| Type I diabetes mellitus | 40 | 0.719 | 1.479 | 0.043 | 0.371 |

Abbreviations: ES, enrichment score; NES, normalized enrichment score; NOM P-value, nominal P-value; FDR, false discovery rate.

How the deposited data were processed for this re-analysis (not part of the article)

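Colon RNA of 9 mice was analyzed, 3 per group (AOM/DSS with anti-S100a9 Ab, AOM/DSS with IgG Ab, and Control). The authors deposited one file per mouse with FPKM values for 21544 rows named by gene symbol; the unit is stated in neither the paper's text nor the files and was read from the values, which are decimal and sum to between 308377 and 408811 per sample. The aligner, the annotation and the genome build are not stated in the paper's text. The authors state that the data were normalized by the manufacturer's protocol and that differentially expressed genes were identified with DESeq.

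From the deposited FPKM values, rows with a repeated gene symbol were summed (21498 symbols), and log2(FPKM + 0.1) was computed for the 15278 genes with at least 0.1 FPKM in at least 3 samples. Groups were compared with limma 3.58.1 in R 4.3.3 (linear model of all 9 samples, empirical Bayes moderation with an intensity trend, 8.87 degrees of freedom), with Benjamini-Hochberg adjusted p-values. The design written before the data were examined assumed counts and named tests for counts; as the files hold no counts, limma took their place, and the authors' DESeq test was not repeated. In the rule for named genes below, 1 CPM was likewise replaced by 1 FPKM. The thresholds for a changed gene, an unadjusted p under 0.05 and more than 2-fold change, are the paper's. Positions of genes are from GENCODE M21 on GRCm38, which names 97.5% of the symbols; the authors' build may differ. Tests on simulated data with 200 genes changed by a log2 fold change of 3 recovered 92.5% of them with an adjusted p under 0.05 and the right sign, with 11 unchanged genes passing, and 5.24% of unchanged genes had an unadjusted p under 0.05.

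The depth of each sample is unknown, because no counts are given, so no counting error or detection floor was computed. The precision of a comparison comes from the 3 mice per group. Replicate similarity was checked, and no 2 files held the same values. Genes named in the text follow a rule set before the data were examined: the genes the paper names in its RNA-seq results, S100a8, the genes of the proteins stained in Figure 7, the Table S2 gene with the largest and with the smallest fall in each pathway of Figure 5C, the Table S2 genes of these pathways that miss the panel criteria, and for each comparison the 3 largest rises and falls among genes with an adjusted p under 0.05, a mean of at least 1 FPKM in 1 group and no overlap between the samples. Not every gene covered by this rule is reported here. Nos2, which the rule does not cover, is named where its result differs from the paper's Table S2.

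Comparisons of single values between groups used two-sided exact permutation tests, and marker gene sets, written before the data were examined, were tested with limma's fry. Alternatives covered the thresholds, the groups in the fit, the replicate block, the scaling, the filter, the pseudocount, the intensity trend, a correction for transcript length and GC content, and leaving out each sample. The pseudocounts, the FPKM filters, median-of-ratios scaling, quantile normalization, the fit without an intensity trend and the length and GC correction were chosen after seeing the data. The GO and KEGG enrichments were not recomputed because the databases were not used here. Figures were drawn with matplotlib 3.10.9, and tables were prepared with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.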

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

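Tests of transcript length and GC, of library type and of less tumor tissue were chosen only after the results were seen; the marker gene sets and their tests within groups were set before the data were examined.

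The comparison of AOM/DSS + anti-S100a9 Ab with AOM/DSS + IgG Ab gave 1167 genes higher with the antibody, in addition to 1280 lower. Upper-quartile normalization gave 1481 higher and 1035 lower, and median-of-ratios scaling, chosen after seeing the data, 1335 and 1135. Which direction held more genes thus depended on the scaling. The paper reports no count of genes raised by the antibody in this comparison. Of the genes lowered by AOM/DSS, 474 were among the 1167 genes, and Retnla (log2 fold change 4.84, adjusted p = 0.017), Igkv4-71 (4.69, adjusted p = 0.021) and Car4 (4.58, adjusted p = 0.022) rose most. Their adjusted p was 0.05 or more in 2, 4 and 3 of the 9 fits that left out a sample. The value of Igkv4-71 is uncertain because the copies of its family are near-identical. Car4 was 381 ± 94.7 FPKM in Control, 23.5 ± 28.3 FPKM in AOM/DSS + IgG Ab and 259 ± 81.4 FPKM in AOM/DSS + anti-S100a9 Ab (SD, n = 3 each). After each sample's trend over transcript length and GC content was removed, 2202 genes differed in either direction. This bias alone is thus not a sufficient explanation for the number of changed genes. How many of the 2202 also differed before the removal was not examined. Among the 4 splits of the 6 AOM/DSS samples that part all same-numbered replicates, the real split was the only 1 with 2447 or more changed genes, and the next gave 515; the other 6 splits gave 120 to 404. With 3 samples per group, such splits cannot settle the matter. Every other split mixes samples of both groups, so a difference between libraries that followed the groups would give the same result. The increase cannot be told apart from a different amount of tumor in the samples, which the last paragraph of this part takes up.

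Genes of Paneth cells, cells of the small intestine that are rare in the normal colon, were higher in AOM/DSS + IgG Ab than in Control by a mean log2 fold change of 6.23 (6 genes, adjusted p = 0.0057 from limma's fry, higher in 3 of 3 samples), a signal in genes the paper does not discuss. The rise was largely absent after the antibody, with a mean log2 fold change of -5.75 between the AOM/DSS groups. The rise was 6.38 after the trends over transcript length and GC content were removed. Defensin genes are near-identical to each other, so the division of reads among paralogs is uncertain, and this was not tested. The range of the set's mean among the AOM/DSS + anti-S100a9 Ab samples was 2.33 on the log2 scale, against 0.94 among the AOM/DSS + IgG Ab samples. No explanation specific to Paneth cells was tested.

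Genes of stratified squamous epithelium, which the skin and the anal canal have, were also higher in AOM/DSS + IgG Ab than in Control, by a mean log2 fold change of 1.90 (14 genes, adjusted p = 0.012, higher in 3 of 3 samples). They were lower with the antibody than in AOM/DSS + IgG Ab, by a mean log2 fold change of -1.54 (adjusted p = 0.023, lower in 3 of 3 samples), so the signal also separates the AOM/DSS groups. Anal canal tissue in some samples was tested by the range of the marker mean among the 3 samples of a group. The largest range was 0.70 on the log2 scale, below the limit of 4-fold set for this test, so tissue carried over into single samples did not show. A similar amount in all 3 AOM/DSS + IgG Ab samples was not tested. The same test gave 1.47 for pancreatic acinar cells, 1.21 for skeletal muscle and 2.40 for smooth muscle. Smooth muscle thus varied by more than 4-fold between the AOM/DSS + IgG Ab samples, as a different share of muscle in the pieces sampled would give. Sets outside this test varied more among these samples. Their ranges were 3.50 for B and plasma cells, 2.87 for goblet cells, 2.72 for mature colonocytes and 2.45 for adipocytes. The variation was therefore not specific to muscle.

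A candidate explanation for the near-Control expression after anti-S100a9 Ab is that the samples held less tumor tissue, through fewer tumors after treatment or through the place of sampling. Markers of intestinal stem cells and of Paneth cells fell by 96.3% and 92.3% of their rise on the log2 scale. Because 98.8% of all genes raised by AOM/DSS were lower with the antibody, nearly any set that rose would fall, so this test does not decide the matter. The data cannot separate fewer tumor cells from a lower expression within tumor cells, nor an effect of the antibody on tumors from the choice of tissue.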

How the results depend on the processing

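Alternatives for thresholds, groups in the fit, replicate block, upper-quartile normalization, the filter dropped and samples left out were set before the data were examined; the pseudocounts, the FPKM filters, median-of-ratios scaling, quantile normalization, the fit without an intensity trend and the length and GC correction were chosen after seeing the data. For counts of genes, a change of more than 1.5 times is reported, and the cause was not tested for any of them. No count of genes changed by more than this with the replicate block, with only the groups compared, with upper-quartile normalization, with no filter, with median-of-ratios scaling, without an intensity trend, with the correction for transcript length and GC content or with pseudocount 0.01. With the replicate block, in which mice are paired by number, AOM/DSS + IgG Ab against Control gave 1299 genes up and 815 down, AOM/DSS + anti-S100a9 Ab against Control 374 and 159, AOM/DSS + anti-S100a9 Ab against AOM/DSS + IgG Ab 1150 and 1287, the panel 959, and the position of the AOM/DSS + anti-S100a9 Ab samples was 0.196; of S100a9 and its target genes, 8 were raised and 9 lowered. With the length and GC correction added to the replicate block, the counts were 1116 and 990, 258 and 113, 1174 and 991, and 824 for the panel.

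Without a fold threshold, there were 2971 genes up and 1536 down for AOM/DSS + IgG Ab against Control, 1355 and 1084 for AOM/DSS + anti-S100a9 Ab against Control, 2278 and 3700 for AOM/DSS + anti-S100a9 Ab against AOM/DSS + IgG Ab, and 2210 in the panel. With an adjusted p under 0.05, there were 347 genes down for AOM/DSS + IgG Ab against Control, 1 up and 1 down for AOM/DSS + anti-S100a9 Ab against Control (2439 genes had an unadjusted p under 0.05), and 728 up between the AOM/DSS groups. Pseudocount 1 gave 789 and 413, 98 and 64, 550 and 792 for the 3 comparisons, and 623 in the panel. At least 1 FPKM in every sample gave 532 and 334, 108 and 39, 482 and 569, a panel of 377, 1 of S100a9 and its target genes raised and 1 lowered, and 26 Table S2 genes. At least 1 FPKM in at least 3 samples gave 83 genes down for AOM/DSS + anti-S100a9 Ab against Control, and quantile normalization 204.

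Across the 9 fits that each left out 1 sample, the genes up and down ranged from 1079 to 1355 and from 479 to 1184 for AOM/DSS + IgG Ab against Control, from 166 to 605 and from 88 to 201 for AOM/DSS + anti-S100a9 Ab against Control, and from 857 to 1634 and from 1071 to 1457 between the AOM/DSS groups. The panel ranged from 762 to 1045, the Table S2 genes that passed from 55 to 71, the number of S100a9 and its target genes raised from 7 to 8 and lowered from 6 to 9 (Il6, not tested without an AOM/DSS + IgG Ab sample, counts there as neither), and the position of the AOM/DSS + anti-S100a9 Ab samples from 0.120 to 0.260.

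The log2 fold change of Smad2 for AOM/DSS + IgG Ab against Control, 0.03, was -0.10 with upper-quartile normalization, -0.078 with median-of-ratios scaling, -0.10 with quantile normalization and -0.039 with the length and GC correction, with or without the replicate block, and ranged from -0.077 to 0.13 across the fits that left out a sample. Its change between the AOM/DSS groups, 0.21, was -0.20 with the length and GC correction, with or without the replicate block. Over the other values of single genes, pathways and marker sets, 65 were weaker, 6 stronger and 14 moved by more than the spread between replicates, and 826 stayed the same.

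DESeq2, the DESeq test, and the exact test for counts were not run because they need counts. Scaling to library size alone is already part of the values. Filters on 10 counts or 1 CPM were replaced by filters on FPKM. Without counts, it is not known which low genes were limited by depth.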

Differences from the paper's values

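The paper's panel of genes raised by AOM/DSS and lowered by the antibody holds 585 genes, and 955 genes met the criteria here. Of the alternatives set before the data were examined, an adjusted p under 0.05 (725 genes), upper-quartile normalization (809), and the fits without Control replicate 1 (874), without AOM/DSS + IgG Ab replicate 1 (762), without AOM/DSS + IgG Ab replicate 3 (871) and without AOM/DSS + anti-S100a9 Ab replicate 2 (872) came within 1.5 times the paper's number. The replicate block that pairs the mice (959), only the groups compared (917), no filter (1004), no fold threshold (2210), a fall of any fold change (1077) and the other fits without a sample (890 to 1045) did not. Of the alternatives chosen after seeing the values, pseudocount 1 (623), at least 1 FPKM in at least 3 samples (686), median-of-ratios scaling (852), quantile normalization (849), the length and GC correction (825) and this correction with the replicate block (824) came within 1.5 times, and pseudocount 0.01 (960), at least 1 FPKM in every sample (377) and no intensity trend (950) did not.

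The paper's Table S2 lists Nos2 as a panel gene of amoebiasis, Salmonella infection and pathways in cancer, and it did not meet the panel criteria here: its log2 fold change was 3.09 with AOM/DSS (adjusted p = 0.024 from limma) and -1.34 with the antibody (adjusted p = 0.18). Of the alternatives set before the data were examined, it met the criteria with only the groups compared in the fit (log2 fold change with the antibody -1.34, adjusted p = 0.051) and without Control replicate 1 (-1.34, adjusted p = 0.039), and in both of these fits all Table S2 genes of the 3 pathways did (14, 9 and 27). With pseudocount 1, chosen after seeing the values, it also met them (-1.23, adjusted p = 0.12). It did not meet them with the replicate block (-1.34, adjusted p = 0.21) or under the other alternatives.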

Other observations

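The tests of transcript length, GC, library type and less tumor tissue were chosen only after the results were seen; the others in this part were set before the data were examined.

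A panel of genes raised by AOM/DSS and lowered by the antibody could arise from noise in the AOM/DSS + IgG Ab samples, which enter both comparisons. With each of these samples held out from the choice of genes raised by AOM/DSS, whether or not they fell with the antibody, the mean log2 fall against it was at least 0.682 of the fall against the samples used to choose, so this noise does not account for most of the fall of the raised genes. The panel itself was not chosen anew in this test, and with replicate 2 held out 48.2% of the raised genes were more than 2-fold lower than it. Other groupings gave far smaller panels: of the 4 splits of the AOM/DSS samples that part all same-numbered replicates, only the real 1 reached 955 genes and the next reached 69, and the other 6 splits gave 18 to 87. Between AOM/DSS + IgG Ab and Control, only 1 of 4 splits reached 2081 changed genes and the next reached 626, and between AOM/DSS + anti-S100a9 Ab and Control only 1 of 4 reached 481 and the next reached 132. The other 6 splits gave 91 to 422 and 54 to 231. With 3 samples per group these shares cannot be small enough to exclude chance. Every other split mixes samples of both groups, so any difference between the groups widens its spread and lowers its count. A difference between libraries that followed the groups would give the same result.

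The samples differ in a way the groups do not fully explain. The slope of log2 expression, relative to each gene's mean over the samples, over log2 transcript length, across 10503 genes with at least 1 FPKM in every sample, was -0.29 in Control replicate 3, 0.02 in each of the other Control samples, -0.14 to 0.04 in the AOM/DSS + IgG Ab samples and 0.11 to 0.21 in the AOM/DSS + anti-S100a9 Ab samples. Of the Control samples, 2 had a slope among those of the AOM/DSS + IgG Ab samples, and all AOM/DSS + anti-S100a9 Ab samples lay above all others, so a biological difference cannot be told apart from a difference between libraries. The slope over GC content was 0.256 to 2.80 in the AOM/DSS + IgG Ab samples, -2.13 to -1.82 in the AOM/DSS + anti-S100a9 Ab samples and -1.24 to 3.29 in the Control samples, in log2 per unit of GC fraction. Ratios of low values between samples also cluster: the share of low genes whose ratio fell at the most frequent value was 7.67% to 9.39% between AOM/DSS + IgG Ab samples, 6.12% to 9.91% between AOM/DSS + anti-S100a9 Ab samples and 2.57% to 4.12% between samples of the 2 groups, without overlap. It was 6.80% to 9.16% between Control replicate 3 and the AOM/DSS + IgG Ab samples but 2.90% to 4.29% between it and the AOM/DSS + anti-S100a9 Ab samples, and 7.71% to 9.20% between Control replicate 1 and the AOM/DSS + anti-S100a9 Ab samples but 3.08% to 3.68% between it and the AOM/DSS + IgG Ab samples. Control replicate 2 followed neither, with 4.53% to 6.06% for the AOM/DSS + IgG Ab and 3.95% to 7.95% for the AOM/DSS + anti-S100a9 Ab samples. One possible explanation is a difference between libraries or quantifications. Such a difference would follow the AOM/DSS groups in all 6 samples, while the Control samples differ among themselves, and it cannot be told apart from the antibody. If such a difference made the whole panel, Control replicate 3 would resemble the AOM/DSS + IgG Ab samples. Scored without itself, its position was 0.203, far below the AOM/DSS + IgG Ab mean at 1. It was still the highest of the Control samples, the others lying at 0.123 and 0.140 on their own scales. On its scale the AOM/DSS + anti-S100a9 Ab samples had a lower mean, 0.167, so a smaller contribution of such a difference is not excluded. After removal of the trends over length and GC content, 825 genes met the panel criteria. How many of them were in the panel found without this removal was not examined. The median transcript length of that panel was 2720 nt, against 3242 nt for all genes tested. Neither test removes a library difference that acts on other features.

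Fewer neutrophils in the tissue could lower S100a9 and its targets after the antibody. Markers of neutrophils, without S100a8 and S100a9, fell by a mean log2 of -1.72 (adjusted p = 0.056 from limma's fry, lower in 3 of 3 samples), 42.7% of the fall of S100a9, less than the share set for this explanation. With pseudocount 0.01, chosen after seeing the data, they reached 52.0%, and with pseudocount 1, 24.5%, so the outcome depends on the pseudocount and this explanation remains open. By MPO staining, the paper reports that the antibody lowered the infiltration of neutrophils in the colon of the CAC mice, the direction this explanation needs. That staining does not give the share of the fall of S100a9 that fewer neutrophils would account for. Adipocyte markers were lower than Control in both AOM/DSS groups, by a mean log2 fold change of -3.20 with IgG Ab and -3.36 with anti-S100a9 Ab. Neither passed the correction (adjusted p = 0.056 and 0.062 from limma's fry), and no result with the replicate block is given for this set. In both groups 3 of 3 samples lay below every Control sample, so these values do not show that the markers were unchanged.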
